# Inhibition of TGFβ Signaling Increases Direct Conversion of Fibroblasts to Induced Cardiomyocytes

**DOI:** 10.1371/journal.pone.0089678

**Published:** 2014-02-26

**Authors:** Jamie L. Ifkovits, Russell C. Addis, Jonathan A. Epstein, John D. Gearhart

## Abstract

Recent studies have been successful at utilizing ectopic expression of transcription factors to generate induced cardiomyocytes (iCMs) from fibroblasts, albeit at a low frequency *in vitro*. This work investigates the influence of small molecules that have been previously reported to improve differentiation to cardiomyocytes as well as reprogramming to iPSCs in conjunction with ectopic expression of the transcription factors Hand2, Nkx2.5, Gata4, Mef2C, and Tbx5 on the conversion to functional iCMs. We utilized a reporter system in which the calcium indicator GCaMP is driven by the cardiac Troponin T promoter to quantify iCM yield. The TGFβ inhibitor, SB431542 (SB), was identified as a small molecule capable of increasing the conversion of both mouse embryonic fibroblasts and adult cardiac fibroblasts to iCMs up to ∼5 fold. Further characterization revealed that inhibition of TGFβ by SB early in the reprogramming process led to the greatest increase in conversion of fibroblasts to iCMs in a dose-responsive manner. Global transcriptional analysis at Day 3 post-induction of the transcription factors revealed an increased expression of genes associated with the development of cardiac muscle in the presence of SB compared to the vehicle control. Incorporation of SB in the reprogramming process increases the efficiency of iCM generation, one of the major goals necessary to enable the use of iCMs for discovery-based applications and for the clinic.

## Introduction

Heart disease is one of the leading causes of death in the United States and around the world [1], [2]. Due to the lack of intrinsic regenerative capabilities of the adult human heart, the millions of cardiomyocytes lost due to injury are replaced with fibrotic scar tissue [3]. The recent observation that cell identity is malleable has ignited interest in the conversion of fibroblasts to induced cardiomyocytes (iCMs) as a potential strategy for the development of novel treatments for injuries to the heart. Moreover, iCMs can be utilized as tools for *in vitro* studies such as drug development and modeling of cardiac developmental disorders [3]–[14].

Successful conversion of fibroblasts to iCMs was first reported through ectopic expression of the transcription factors Gata4 (G), Mef2C (M), and Tbx5 (T) in mouse [6]. Subsequent reports have described improved conversion to iCMs with inclusion of different transcription factor combinations, including Hand2 (H) [13] as well as combinations of microRNAs [8]. Our group recently employed a genetically-encoded calcium indicator (GECI, GCaMP) driven by the cardiac Troponin T promoter to identify the transcription factor combination of HGMT plus Nkx2.5 (N), which led to enhanced iCM generation from mouse embryonic fibroblasts (MEFs) compared to the aforementioned transcription factor combinations [5]. This Troponin T-GCaMP reporter system is advantageous compared to traditional genetic reporters in that the intensity of GFP is responsive to intracellular calcium levels [15]. Since calcium oscillation links excitation to contraction in functional cardiomyocytes, this is a more stringent outcome measure of successful reprogramming to iCMs compared to traditional GFP reporters. Using this reporter system and drug-inducible transcription factor expression, our group was able to show that iCMs remain stably reprogrammed following inactivation of exogenous factors at 15 days post-induction.

Although inclusion of additional transcription factors has led to increased iCM yield compared to original reports [5], [6], [11], [13], the efficiency of conversion to iCMs remains quite low overall and is thus a hurdle for potential clinical and *in vitro* applications of iCM conversion from fibroblasts [3], [4], [16]–[19]. In the present study, we selected small molecules that have been successfully utilized to enhance differentiation of pluripotent stem and progenitor cells to cardiomyocytes [20]–[24] and reprogramming to induced pluripotent stem cells (iPSCs) [25]–[29] to investigate their impact on reprogramming to iCMs when used in conjunction with ectopic expression of HNGMT in both MEFs and cardiac fibroblasts (CFs) isolated from adult mouse hearts. We demonstrate that the TGFβ inhibitor, SB431542 (SB), increases the yield of reprogrammed iCMs by ∼5 fold compared to the vehicle control.

## Materials and Methods

### Ethics Statement

All animal work was conducted under a protocol (804335) approved by the University of Pennsylvania Institutional Animal Care and Use Committee.

### Primary Cell Isolation

Mouse embryonic fibroblasts (MEFs, isolated at E14.5) were prepared as previously described [5]. Briefly, embryos were harvested from mice of mixed background at 14.5 dpc followed by decapitation and removal of internal visceral organs, including the heart. The tissue was minced and digested with trypsin and trituration. Cells were resuspended in MEF medium (10% FBS and 2 mM L-Glutamine) and plated onto one 10 cm dish per embryo. After 24 hours, cells were passaged at 1∶3 (passage 1). MEFs were used at passages 3–5 for all reprogramming experiments.

Adult mouse cardiac fibroblasts were prepared as previously described [5]. Hearts were removed from mice (8–12 weeks in age) and minced in cold PBS. The tissue was digested in 4 mg mL^−1^ collagenase IV (Sigma) and 10 U mL^−1^ deoxyribonuclease I (Worthington Biochemical Corporation) and agitation at 37°C for 10 minutes. Samples were spun down and resuspended in TrypLE (Invitrogen) at 37°C with agitation. After 5 minutes, medium (DMEM supplemented with 15% FBS, 1% NEAA) was added and the resulting solution was plated onto gelatin coated 6-well plates. When confluent, the cells were passaged after filtration through a 40 µM filter at 1∶1 to a gelatin coated 10 cm dishes (passage 1). Cells were then passaged 1∶5 and frozen when confluent. Cardiac fibroblasts were used at passage 3 for reprogramming experiments.

### Plasmid Information

All plasmids were constructed as previously described [5] and can be found on Addgene using the following catalog numbers: Troponin T-GCaMP5-Zeo (46027), tetO-Hand2 (46028), tetO-NKX2.5 (46029), tetO-GATA4 (46030), tetO-MEF2C (46031), tetO-TBX5 (46032). Plasmids that were used from Addgene also include: FUdeltaGW-rtTA (19780), psPAX2 (12260), pMD2.G (12259), and PGK-H2B-mCherry (21217). All plasmids were amplified in STBL3 bacteria (Invitrogen) and prepared with Qiagen MidiPrep Kits.

### Lentivirus Preparation

Lentiviral vectors were packaged into Lenti-X 293T cells (Clontech) using Lipofectamine 2000 (Invitrogen) to deliver 12 µg of the lentiviral backbone plasmid, 7.7 µg psPAX2, and 4.3 µg pMD2.G in 3 mL OPTI-MEM (Invitrogen) to ∼90% confluent 10 cm plates of 293T cells with 10 mL of fresh MEF medium. Viral supernatant was collected at 24 and 48 hours post-transfection (total ∼23 mL), filtered using a 0.45 µM filter (Millipore), aliquots were prepared and frozen at −80°C until use. Viral titer was determined using Lenti-X GoStix (Clontech) and only lentiviruses with a minimum titer of 5×10^5^ IFU mL^−1^ were used for reprogramming experiments.

### Direct Conversion of Fibroblasts to iCMs

Direct conversion of MEFs and cardiac fibroblasts was completed using a protocol similar to that previously described [5], as shown in Figure 1A. Briefly, glass bottom 12-well plates (MatTek) were coated with poly-L-Lysine solution overnight followed by incubation with MEF medium for 1 hour prior to seeding. At Day -2 cells were dissociated using TrypLE and plated at 30k (∼7.5 k cm^−2^) per well with 250 µL of each of the FUdeltaGW-rtTA and Troponin T-GCaMP5-ZEO reporter lentivirus as well as 500 µL MEF medium (1 mL total per well). On Day-1, the culture medium was replaced with 250 µL MEF medium and 250 µL of each tetO-transcription factor lentivirus (1.5 mL total) as well as any candidate small molecules or vehicle controls (see Table 1) where indicated. After another 24 hours (Day 0), the media was changed to Reprogramming medium with doxycycline (2 µg mL^−1^) and the PGK-H2B-mCherry lentivirus. Reprogramming Medium consists of AGM (Lonza, CC-3186) without EGF and supplemented with 2 µg mL^−1^ doxycycline (Sigma). Cells were also transduced with 200 µL of PGK-H2B-mCherry lentivirus for constitutive expression of nuclear-localized mCherry expression. Reprogramming medium was changed every 2–3 days. For microarray analysis, cells were plated into standard tissue-culture treated 12 well plates (BD Falcon) using the same volumes and protocol described above. For immunocytochemistry, the identical protocol was followed, except cells were plated onto 12 mm diameter poly-L-Lysine coated glass coverslips in 24 well plates (1 coverslip per well) and using half of the volumes described above for all steps.

**Figure 1:**
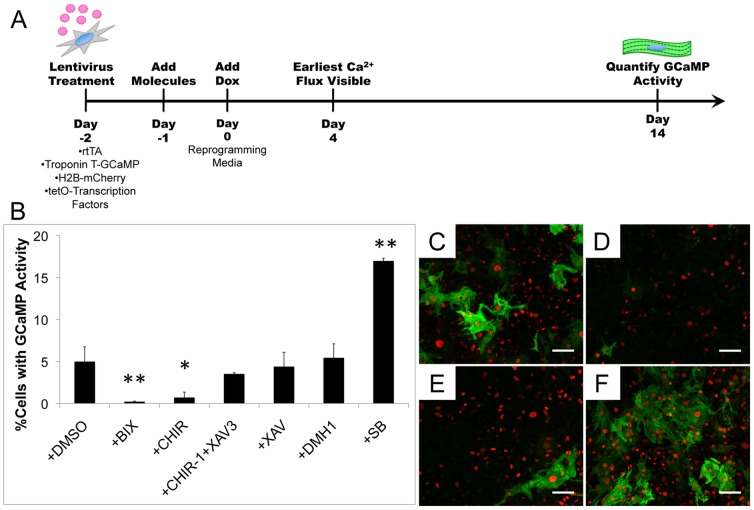
Direct conversion of mouse embryonic fibroblasts to iCMs can be influenced by treatment with small molecules. Schematic of direct reprogramming strategy of MEFs and timeline (A). Percentage of total cells with flashing Troponin T-GCaMP activity for control and small molecule treated MEFs (B). Representative immunocytochemistry images for HNGMT +DMSO (C), or +BIX (D), +CHIR+XAV (E), and +SB (F) treatments for cardiac Troponin T (green) and nuclei (red). * indicates p<0.05 and ** indicates p<0.01 compared to +DMSO control. Scale bar is 100 µM.

**Table 1:** The small molecules and growth factors that were tested for direct reprogramming of fibroblasts to iCMs.

Molecule	Manufacturer (Catalog Number)	Concentration (µg mL^−1^)	Day Added
DMSO	Sigma (D2650)	Vehicle Control	Day -1
BIX01294 (hydrochloride hydrate)	Cayman Chemical (13124)	4.8	Day -1
CHIR99021	Cayman Chemical (13122)	5.6	Day -1
XAV939	Cayman Chemical (13596)	0.781	Day -1, Day 3
SB431542	Cayman Chemical (13031)	0.048-3.84	Day -1, Day 3, or Day 6
LY364947	Cayman Chemical (13341)	0.68	Day -1
DMH1	Sigma (D8946)	0.19	Day -1
TGFβ1	R&D Systems (240-B-002)	0.002	Day -1
TGFβ2	R&D Systems (302-B2-002)	0.002	Day -1
Activin A	R&D Systems (338-AC-010)	0.010	Day -1

### Live Imaging and quantification of functional iCMs

Imaging was performed on an Olympus iX-81 microscope with Metamorph software and movies were obtained using HyperCam software (Hyperionics Technology) as previously described [5]. Briefly, for imaging TNNT2-GCaMP5 and mCherry imaging, medium in the glass-bottom plates was replaced with Tyrode's Salt Solution (Sigma) and movies were made of 10–12 unique fields within a single well of the 12 well plate using a 10× Apo objective. After a 10 sec movie collection using the GFP filter to view GCaMP, a brief segment of video was recorded with the mCherry filter to visualize all nuclei. For quantification, videos were imported into ImageJ and GCaMP+ cells were counted using the Cell Counter plug-in. For counting nuclei, one frame recorded using the mCherry filter was duplicated. After applying a threshold to the image, particle analysis was conducted on the resulting image to give the total number of nuclei present in the respective field.

### Immunocytochemistry

Samples were fixed using 4% PFA with 0.25% TritonX-100. The following primary antibodies were used: mouse anti-cardiac Troponin T (Thermo MS-295-P, 1∶200); mouse anti-myosin heavy chain (clone MF20, eBioscience 53-6503-82, 1∶200); mouse anti-sarcomeric α-actinin (clone EA53, Sigma A7811, 1∶200); rabbit anti-Isl1 (Abcam ab20670, 1∶100), rabbit anti-smooth muscle myosin heavy chain (Abcam ab53219, 1∶250), goat anti-Nkx2.5 (Santa Cruz Biotechnology sc-8687, 1∶100), chicken anti-vimentin (Millipore AB5733, 1∶500), mouse anti-Myl7 (Abcam ab68086, 1∶100), rabbit anti-Myl2 (Proteintech 10906-1-AP, 1∶100), rabbit anti-Ki-67 (Novus NB110-89719, 1∶100), and mouse anti-V5 (Invitrogen 46-0707, 1∶200). For Oil Red O staining, samples were incubated with isopropanol for 5 minutes, followed by a solution consisting of 3 parts Oil Red O solution (0.3% Oil Red O in 99% Isopropanol, Sigma) and 2 parts DI water for 5 minutes. After washing with water samples were stained with hematoxylin (Sigma), washed with water, and visualized.

### Microarray

Samples for microarray analysis were collected in Trizol at Day 3 post-transduction and RNA was prepared by the University of Pennsylvania Molecular Profiling Facility. Mouse genome-wide expression analysis was assayed using the Affymetrix Mouse Gene 1.0 ST Array and analysis was performed using the Affymetrix Microarray Suite 5.0 and PartekGS Software. Pathway and functional analyses were conducted using Ingenuity Pathway Analysis software applying a 1.5 fold change and 5% false discovery rate for MEFs and a 1.25 fold change and 5% false discovery rate for CFs. The complete microarray dataset has been deposited in the GEO database (Accession # GSE54022). Expression levels of selected genes were validated using quantitative RT-PCR.

### Quantitative RT-PCR

RNA was collected at the indicated time point using the RNeasy Mini Kit (Qiagen) and cDNA synthesis was performed using QuantiTect Reverse Transcription Kit (Qiagen). Quantitative real-time PCR was performed on an ABI 7900HT system (Applied Biosystems) using the following TaqMan gene expression assays: Gapdh (Mm99999915_g1), Hand2 (Mm00439247_m1), NKX2.5 (Hs00231763_m1), GATA4 (Hs00171403_m1), MEF2C (Hs00231149_m1), TBX5 (Hs00361155_m1), Adamtsl2 (Mm01326794_m1), Bmp2 (Mm01340178_m1), Myh6 (Mm00440359_m1), Myocd (Mm00455051_m1), Pln (Mm01201431_m1), Ppargc1a (Mm01208835_m1), and Tgfbr3 (Mm00803538_m1).

### Statistical Analysis

Data is presented as mean ± standard deviation. All statistical analysis was conducted in the JMP10 software program using a one-way ANOVA with Tukey's post-hoc testing unless otherwise noted. For all comparisons, p<0.05 was considered to be statistically significant.

## Results

### Candidate Small Molecule Screen in Mouse Embryonic Fibroblasts Conversions

The direct conversion of fibroblasts to iCMs in the presence of candidate small molecules was evaluated in MEFs utilizing inducible expression of the transcription factors HNGMT (Figure 1A) [5]. We selected five candidate small molecules from the literature based on reported abilities to influence directed differentiation from stem or progenitor cells to cardiomyocytes or reprogramming to iPSCs [20]–[24], [26], [27], [29], [30]. Specifically, the G9a histone methyltransferase inhibitor BIX01294 (BIX) was selected based on its use in differentiation of stem cells isolated from bone marrow towards cardiomyocytes [23] as well as its use in generating iPSCs [27]. The Wnt signaling pathway has been shown to play an important and biphasic role in cardiac development [31]; therefore, we selected CHIR99021 (CHIR), as an agonist of canonical Wnt signaling. CHIR has been shown to improve differentiation of human pluripotent stem cells to cardiomyocytes [22] as well as direct conversion of human fibroblasts to neurons [30]. The canonical Wnt inhibitor XAV939 (XAV) that been shown to facilitate differentiation of cardiac progenitor cells to cardiomyocytes was also tested [24]. We included an additional condition to mimic the biphasic influence of the Wnt signaling pathway in cardiogenesis [31] by switching from early administration of Wnt activation with CHIR to Wnt inhibition with XAV (CHIR-1+XAV3). Finally, since members of the TGFβ superfamily have been shown to play roles in cardiomyocyte differentiation, small molecules inhibiting different components of the pathway were evaluated. The small molecule DMH1, a BMP inhibitor, and SB431542 (SB), an Activin, Nodal, and TGFβ inhibitor, both of which have been recently shown to increase mouse embryonic stem cell differentiation to cardiomyocytes were tested [20], [21]. Moreover, SB has also been shown to increase the conversion of fibroblasts to iPSCs [26] and neurons [30].

The small molecules were added prior to inducing HNGMT expression and maintained in culture throughout the duration of the experiment, with the exception of the aforementioned CHIR-1+XAV3 group, which was transferred from CHIR to XAV treatment on Day 3. Doxycycline (Dox) was added at Day 0 to induce transcription factor expression along with a PGK-H2B-mCherry lentivirus, to produce expression of a fluorescent nuclear mCherry signal to allow for quantification of total cell number.

Upon quantification at Day 14, the baseline condition of HNGMT+DMSO generated 4.96±1.80% iCMs (Figure 1B). Importantly, there was no Troponin T-GCaMP activity observed for cells not treated with HNGMT lentiviruses at any time point. A decrease in iCM yield as well as total cell number was observed with BIX treatment (0.19±0.09%) (Figure 1B). A decrease in iCM generation was also observed for CHIR treatment (0.69±0.68%); however, addition of XAV to the media at Day 3 increased the iCM yield to 3.49±0.17% (Figure 1B). Treatment with XAV alone resulted in 4.36±1.75%, similar to the DMSO vehicle control condition (Figure 1B). A significant increase of ∼3.5 fold in iCM yield as measured by Troponin T-GCaMP was observed for cells treated with 0.5 µM SB (16.95±0.35%, Figure 1B). Moreover, addition of 2 µM SB resulted in an increase of ∼5 fold in the number of converted iCMs with Troponin T-GCaMP observed at Day 14 post-induction compared to the DMSO vehicle control.

Immunostaining at Day 14 revealed cells positive for cardiac Troponin T expression in all conditions evaluated and an increase in cells with cardiac Troponin T expression was qualitatively observed with SB treatment (Figure 1C–F). In addition, iCMs expressed multiple cardiomyocyte-specific markers for both DMSO and SB treatment groups, including α-actinin, α-myosin heavy chain, myosin light chain 2, and myosin light chain 7 (Figure S1). Robust beating of cells was seen as early as 11 days post-induction (Supporting Information Movie S1). Moreover, groups of cells beating in unison were also observed (Supporting Information Movie S2).

Therefore, we concluded that treatment with the small molecule SB in conjunction with ectopic expression of the transcription factors HNGMT increases the conversion of MEFs to iCMs compared to the DMSO control. Since SB is a well established and specific inhibitor of the Alk4, Alk5, and Alk7 components of the TGFβ signaling pathway [32], we sought to characterize the specific members of this pathway that are modulated by SB and may play a role in conversion to iCMs. We also investigated if the increased number of iCMs may be due to proliferation of nascent converted cells or apoptosis of the initial cell population, as TGFβ is known to influence these cellular processes [33]–[35].

### Inhibition of TGFβ Increases the Efficiency of iCM Generation and is Time Dependent

SB is a small molecule inhibitor of the Activin, Nodal, and TGFβ components of the TGFβ superfamily signaling pathway. In order to investigate the specificity of inhibition on the resulting iCM yield, LY364947 (LY), an inhibitor of the TGFβ but not Activin and Nodal components [36] was added on Day -1 according to the aforementioned protocol. There was a significant increase in the number of cells with Troponin T-GCaMP activity for samples treated with SB or LY compared to the DMSO vehicle control (Figure S2A). Interestingly, inhibition of TGFβ with SB or LY was also associated with differentiation of adipocytes in the culture (Figure S2B), as has been reported [37]. Therefore, inhibition of TGFβ is most likely to be responsible for the increase in iCM yield associated with SB or LY treatment as opposed to inhibition of the Activin or Nodal family members.

In order to gain further insight into the influence of SB treatment administration on conversion to iCMs, SB was added to the reprogramming scheme on Day -1, Day 3, or Day 6 and maintained in the culture media throughout the experiment as outlined in Figure 2A. Although an increase in cells with Troponin T-GCaMP activity was observed regardless of the timing of SB addition, the greatest increase in iCM yield was observed upon addition at Day -1 of conversion (Figure 2B). Thus, the greatest benefit of TGFβ inhibition appears to occur simultaneously with exogenous transcription factor expression. Based on these results, SB was added at Day -1 for all subsequent experiments.

**Figure 2:**
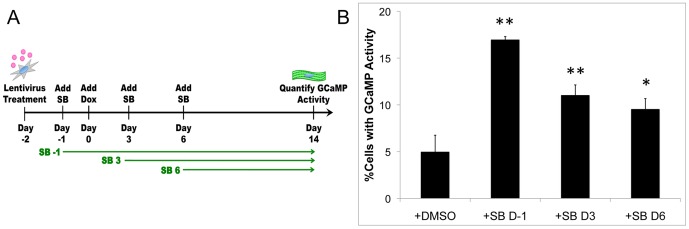
Inhibition of TGFβ early in the conversion process leads to the greatest increase in iCM yield. Schematic depicting the addition of SB at different time points following induction of the transcription factors (A). Quantification at Day 14 of the number of cells with Troponin T-GCaMP activity upon addition of SB at Day -1 (D-1), 3 (D3), and 6 (D6) (B). * indicates p<0.05 and ** indicates p<0.01 compared to +DMSO control.

### SB Does Not Affect Transduction Efficiency or Cellular Proliferation

We considered several possible mechanisms in which SB may lead to an increased yield of iCMs. The influence of SB treatment on viral transduction efficiency was evaluated by utilizing qPCR to evaluate transgene expression at Day 2 post-induction in the presence DMSO or SB. No difference in transgene expression between the two groups was observed for any of the transcription factors utilized to convert MEFs to iCMs (Figure 3A). Moreover, viral transduction efficiency was also evaluated via immunostaining for the V5 epitope tag that is present at the C-terminus of the delivered transcription factors. Specifically, MEFs were transduced with only the tetO-Nkx2.5-V5 lentivirus in the presence of DMSO or SB and stained for V5 expression at Day 2 post-induction. Again, no significant difference in V5 expression was observed (DMSO 73.2±2.7% and SB 68.4±2.5%, Figure S3A).

**Figure 3:**
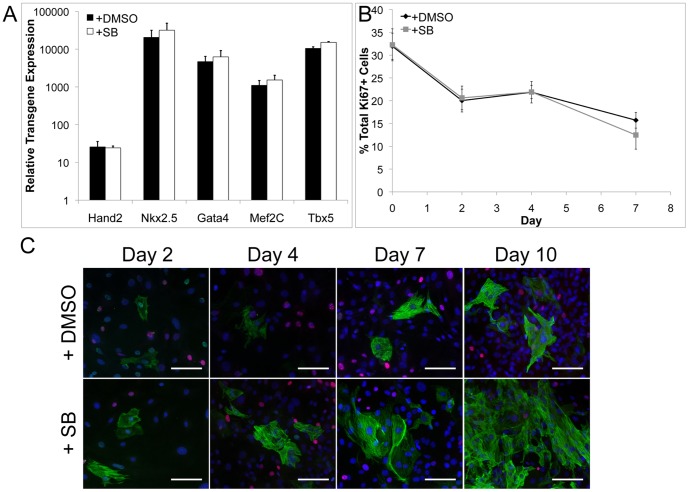
The increase in iCM number with SB treatment is not due to increased transgene expression or changes in cell proliferation. Evaluation of gene expression of the transgenes at Day 2 via qPCR is not significantly different between +DMSO (black) control and +SB treatment groups (white, A). Evaluation of overall cell proliferation with Ki67 staining in MEFs with time for +DMSO (black) and +SB treatment groups (grey) (B). A time course evaluation of Troponin T (green) and Ki67 (red) did any dual labeled cells for either the +DMSO (top row) and +SB (bottom row) treated groups (C). Scale bar is 100 µM.

We next examined the possibility that SB may be affecting proliferation of iCMs or reducing proliferation and/or inducing apoptosis of non-converted fibroblasts. A time course of immunostaining for cardiac Troponin T and the proliferation marker Ki67 was conducted to investigate overall cellular proliferation as well as proliferation of iCMs for cells treated with the DMSO vehicle control or SB. No difference in overall cellular proliferation was observed between the DMSO and SB treatment groups at any time point (Figure 3B). As shown in Figure 3C, cardiac Troponin T positive cells are evident as early as Day 2, however the staining is faint and organized sarcomeres are not present at this time point. Although the number of cells and intensity of staining increases with time, co-expression of cardiac Troponin T and Ki67 was not observed for either condition at any time point (Figure 3C).

Since the TGFβ signaling pathway is also known to influence cellular apoptosis [35], a time course for TUNEL staining was also conducted. Overall, there were very few TUNEL positive apoptotic cells at each time point and no difference between the DMSO vehicle control and SB treatment groups was observed (Figure S3B). Therefore, based on these results as well as our previous observations, the increased percentage of iCMs observed with SB treatment suggests that inhibition of TGFβ plays an important role in the early events involved in reprogramming as opposed to inducing proliferation of iCMs or apoptosis of non-reprogrammed MEFs.

### Conversion of Adult Mouse Cardiac Fibroblasts to iCMs is Increased by Inhibition of TGFβ

Adult cardiac fibroblasts are an attractive target for the development of direct *in vivo* conversion strategies, as has been demonstrated by other groups [7], [12], [13]. The targeted delivery of small molecules and growth factors to the heart after injury has also been demonstrated [38], suggesting that delivery in conjunction with transcription factors for *in vivo* conversion is possible. Therefore, we investigated if inhibition of TGFβ with SB treatment would also increase the conversion of adult cardiac fibroblasts to iCMs as quantified by Troponin T-GCaMP activity.

The cardiac fibroblasts were isolated from adult mice and did not express markers of cardiac progenitor cells or cardiomyocytes upon immunostaining (Figure S4). Immunocytochemistry conducted at Day 0 revealed that 99.47±0.14% of the initial cell population was positive for vimentin, an intermediate filament that is commonly used to identify cardiac fibroblasts [6]. Conversion of adult cardiac fibroblasts to iCMs was evaluated in the presence of DMSO as well as varying concentrations of SB (0.5, 2, 5, and 10 µM). Quantification of Troponin T-GCaMP activity at Day 14 post-induction revealed a conversion of 1.52±0.38% for the DMSO vehicle control condition (Figure 4A). The number of cells with Troponin T-GCaMP activity increased with increasing SB concentration and reached a plateau of 9.27±1.28% for treatment with 5 µM SB (Figure 4A). Importantly, inhibition of TGFβ signaling in the cardiac fibroblasts did not lead to differentiation of adipocytes as was observed in the MEFs, therefore confirming the increase in iCM yield is due to the presence of SB as opposed to possible paracrine effects of adipocytes.

**Figure 4:**
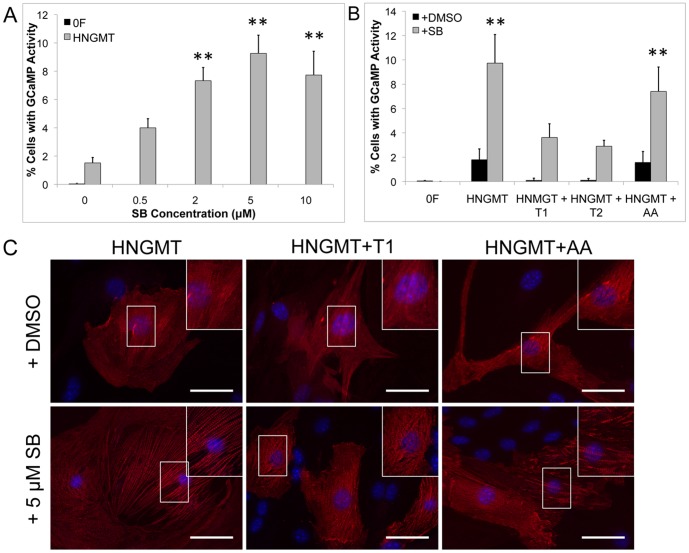
Direct conversion of adult mouse cardiac fibroblasts (CFs) to iCMs. Conversion efficiency to iCMs increases in yield with increasing concentration of SB (A). Direct conversion of CFs to iCMs is reduced with addition of TGFβ1 (black, HNGMT+T1) and TGFβ2 (black, HNGMT+T2) to the culture medium, but not Activin A (black, HNGMT+AA). Addition of SB (grey) increases the yield of iCMs generated in the presence of TGFβ1 (grey, HNGMT+T1) and TGFβ2 (grey, HNGMT+T2 and Activin A (grey, HNGMT+AA) (B). Immunostaining for αActinin (red) and DAPI (blue) demonstrate increased sarcomeric structure with SB treatment for HNGMT+T1 (C). ** indicates p<0.01 compared to HNGMT+DMSO control.

Converted iCMs displayed expression of several cardiomyocyte markers via immunostaining, such as cardiac Troponin T (Figure S5A), α-actinin and α-myosin heavy chain (Figure S5B), and myosin light chain 2 and myosin light chain 7 (Figure S5C). Beating of iCMs derived from adult cardiac fibroblasts was evident as early as Day 16 post-induction (Supporting Information Movie S3) and was maintained up to at least Day 34 in culture (Supporting Information Movie S4).

### Conversion of Fibroblasts to iCMs is Suppressed in the Presence of TGFβ Ligands But Can be Rescued by Addition of SB

We next investigated the effect of the presence of the TGFβ signaling ligands, TGFβ1 and TGFβ2 on conversion of adult mouse cardiac fibroblasts to iCMs. Activin A was also included to confirm the specificity of the response to the TGFβ ligands. As with the small molecules, the growth factors were added to the cultured cells at Day -1 of the experimental scheme. Almost no cells with Troponin T-GCaMP activity were evident on Day 14 upon addition of TGFβ1 (0.098±0.18%) or TGFβ2 (0.106±0.15%) to the culture compared to the DMSO vehicle control (1.79±0.89%, Figure 4B) and Activin A (1.57±0.90%, Figure 4B). Although occasional cardiac Troponin T positive cells were visualized upon immunostaining at Day 14 post-induction in the TGFβ1 or TGFβ2 treatment groups (Figure 4C), reduced staining intensity and sarcomeric organization were observed compared to the DMSO control group. Similar observations were made upon evaluation in MEFs, where a 98% or 96% reduction in the number of cells with Troponin T-GCaMP activity in the presence of TGFβ1 or TGFβ2, respectively was observed.

We further evaluated if the addition of SB could rescue the conversion of fibroblasts to iCMs in the presence of TGFβ1 or TGFβ2. As previously observed, addition of 5 µM SB led to an increase of ∼5.5 fold in the number of cells with Troponin T-GCaMP activity at Day 14 for the no growth factor treatment (9.74±2.34%, Figure 4B) and Activin A (7.41±2.00%, Figure 4B) treatment groups compared to the DMSO vehicle control (1.79±0.89%, Figure 4B). Addition of 5 µM SB at Day -1 in conjunction with TGFβ1 or TGFβ2 led to a significant increase to 3.16±1.13% or 2.90±0.5% (Figure 4B), respectively, compared to treatment with the growth factors alone. Furthermore, addition of 10 µM SB in conjunction with TGFβ1 led to a greater increase in the percentage of cells with Troponin T-GCaMP activity to 4.65±1.78%. Qualitatively, an increase in the number of cardiac Troponin T positive cells visualized by immunostaining was also observed with the organization of sarcomeres appearing similar to that of the DMSO vehicle control group (Figure 4C). Although there was an increase compared to the DMSO vehicle control group, addition of SB to the TGFβ treatments did not rescue the response to the level of the SB alone treatment group.

### Inhibition of TGFβ with SB Leads to Enhanced Early Expression of Cardiac Genes

In an attempt to identify the mode of action in which inhibition of TGFβ with SB leads to increased conversion of fibroblasts to iCMs, global transcriptional analysis of cells cultured in the presence of the DMSO vehicle control or SB was conducted. Based on our observation that early administration of SB leads to the greatest increase in conversion to iCMs, samples were isolated at Day 3 post-induction to gain insight into early differences in reprogramming caused by inhibition of TGFβ. Moreover, as adipocytes were also observed in MEFs treated with SB, cells treated with DMSO or SB without HNGMT transcription factors (0TF) were also included in our analysis.

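RNA from 27 cultures collected at Day 3 was hybridized to Affymetrix Mouse Gene ST arrays, with 3 cultures in each of 9 groups. MEFs transduced with HNGMT or without the factors (0TF) received the DMSO vehicle, 0.5 µM SB or 2 ng mL-1 TGFβ1. Cardiac fibroblasts (CFs) with HNGMT received DMSO, 5 µM SB or 2 ng mL-1 TGFβ1. SB431542 (SB) blocks the kinase activity of the type I TGFβ receptor. The sample labels describe the cultures of a group as independent biological replicates collected in triplicate. The methods of the paper describe 12-well plates with 30000 cells and 250 µL of each lentivirus per well, and the labels describe 6-well plates with 75000 cells and 500 µL. The labels call the 0TF cultures empty vector in one field and no transcription factor treatment in another. The methods name Affymetrix Microarray Suite 5.0 and PartekGS, and the text does not name the normalization. The deposited values are log2 intensities of 35556 probe sets. Array medians ran from 7.83 to 7.91 in MEFs and from 7.36 to 7.43 in CFs, so no test at the claims compares levels between the cell types. The values were used as deposited, with no filter on dim probe sets. Of the probe sets, 21789 carry 1 gene symbol, 1621 carry several and 12146 carry none. For each of the 19938 genes with a symbol, the probe set with the highest mean stood for the gene. The RefSeq table used for the names follows GRCm38.p6. The 18 MEF arrays and the 9 CF arrays were fitted separately in limma, with one coefficient per group. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 over all genes and a fold of at least 1.5 in MEFs or 1.25 in CFs, the thresholds that the paper gives. The gene lists and the rule for the genes named were fixed before the data were examined. Lists were tested with camera at a preset correlation between genes of 0.01. The p-values measure the spread between the cultures of a group. Kdm5d, a gene of the Y chromosome, was at 9.54 to 9.94 in all MEF arrays and at 5.57 to 5.65 in all CF arrays. How many embryos or animals the cultures came from was not tested, so the p-values may not cover variation between these.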

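With HNGMT, SB raised 78 genes and lowered 86 in MEFs (limma, 3 cultures against 3). Pln, which encodes the phospholamban that restrains the calcium pump of cardiac muscle, rose from 7.74 ± 0.04 (SD, n = 3) with DMSO to 9.20 ± 0.16 (SD, n = 3) with SB on the log2 scale, a log2 fold change of 1.46 (standard error 0.10, adjusted p = 2.1e-08). Angpt2, a ligand of the endothelial receptor Tie2, rose by 1.41 (standard error 0.07, adjusted p = 4.09e-10), and Cyp2f2, a cytochrome P450, by 1.92 (standard error 0.12, adjusted p = 9.36e-09). Among the genes that fell, Ltbp2, a protein of elastic fibers, had a log2 fold change of -1.38 (standard error 0.04, adjusted p = 2.76e-13), and Ccn2, known as connective tissue growth factor, -1.24 (standard error 0.04, adjusted p = 1.86e-11). C1qtnf3 had -1.78 and Itgbl1 -1.42.
Of 47 measured genes of collagens and extracellular matrix, 8 fell, none rose and 39 did not pass both thresholds (8 fell when adjusted over the list alone). Mfap4, a microfibril protein, fell by 1.06 on the log2 scale. The list as a whole was lower (camera adjusted p = 6.32e-38, and adjusted p = 0.000472 with an estimated correlation). Of 33 transcriptional targets of TGFβ, 7 fell and none rose (7 and 0 over the list alone), among them Pmepa1, an inhibitor of the pathway, with -0.73. This list was lower too (adjusted p = 9.69e-22, and adjusted p = 0.0046 with an estimated correlation). Of 24 genes of complement and the acute phase, 4 rose and none fell (4 and 0 over the list alone), including Cp, which encodes the copper carrier ceruloplasmin, with 0.75. The list was higher (adjusted p = 2.17e-05, and adjusted p = 0.0186 with an estimated correlation). Of 33 interferon-induced genes, 2 rose, Slfn5 and Sp100, and none fell (4 and 0 over the list alone; adjusted p = 8.78e-06, and adjusted p = 0.444 with an estimated correlation). All 164 called genes had cultures that did not overlap between the groups, as did 4139 of all genes, 20.8%, where chance gives 10%.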

Applying the criteria of a fold change of at least 1.5 and a false discovery rate of 5% to the dataset consisting of 23,222 probes, there were 75 genes up-regulated and 93 genes down-regulated in MEFs in the presence of SB compared to DMSO for HNGMT transduced cells. 

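Vim, which encodes the intermediate filament vimentin, stood at 14.19 ± 0.01 (SD, n = 3) with SB and 14.19 ± 0.02 (SD, n = 3) with DMSO in MEFs with HNGMT, a log2 fold change of 0.00 (standard error 0.03, adjusted p = 0.995). These values lie near the highest of the same 6 arrays, 14.52 to 14.61, where a change in the transcript can go unseen, so the arrays leave the response of Vim open. S100a4, the calcium-binding protein also called fibroblast-specific protein, had a log2 fold change of 0.17 (standard error 0.10, adjusted p = 0.406). Of 24 measured fibroblast genes, 0 passed both thresholds in limma (0 when adjusted over the list alone). Without the fold threshold, 4 were higher and 10 were lower at an adjusted p under 0.05, and the same numbers held at an unadjusted p under 0.05. Col1a2, a chain of type I collagen, had -0.31 (adjusted p = 5.31e-05), Postn, a matrix protein of injured tissue, -0.26 (adjusted p = 0.000311), Fbln2 -0.33 (adjusted p = 1.44e-05) and Twist2, a mesenchymal transcription factor, 0.33 (adjusted p = 0.000379). The median log2 fold change of the list was 0.02 and its mean -0.03, and camera gave an adjusted p of 0.0758. In CFs, Vim had a log2 fold change of 0.02 (standard error 0.03) and S100a4 of 0.63 (standard error 0.34), neither past the test. The SD of S100a4 was 0.81 (n = 3) with SB in CFs. The mean of the fibroblast list was 10.91 in CF HNGMT+SB replicate 3, against 10.41 and 10.39 in replicates 1 and 2. A value of S100a4 without replicate 3 is not given here.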

Genes commonly associated with fibroblasts (e.g. vimentin and S100a4) did not meet these criteria and thus were not different between the DMSO and SB treatment groups (Figure S6). Comparison of the HNGMT+SB and 0TF+SB groups revealed that 26 of the 75 genes were up-regulated in both groups while 49 were up-regulated exclusively in the HNGMT+SB treatment group (Figure 5A and Figure S6). Similarly, 55 of the 93 genes were down-regulated in the SB treatment groups for HNGMT and 0TF and 38 were down-regulated exclusively in the HNGMT+SB group (Figure 5A and Figure S6). 

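Of the 78 genes that SB raised with HNGMT, 25 were also called up in 0TF MEFs, where 0.986 would be shared by independent lists, and 53 were not. The shared genes include Fabp4 and Lpl, which carry and release fatty acids in adipocytes. With SB, Fabp4 rose by 3.95 (standard error 0.05, adjusted p = 1.33e-18) in 0TF and by 0.63 (standard error 0.05, adjusted p = 2.63e-07) with HNGMT. Of 29 adipocyte genes, 19 rose in 0TF MEFs and none fell (19 and 0 over the list alone; camera adjusted p = 1.66e-44, and adjusted p = 0.00017 with an estimated correlation). Adipoq, the adipocyte hormone adiponectin, rose by 4.07 and Car3, a carbonic anhydrase abundant in fat, by 6.17. With HNGMT, 2 of the 29 rose. The difference between the SB effects with and without HNGMT was -3.91 for Adipoq (adjusted p = 2.65e-15), and 18 of the 29 had a smaller SB effect with HNGMT (18 over the list alone).
Among the 53 genes called with HNGMT alone, Bmp2, a ligand of heart development, had a difference of 1.24 (standard error 0.15, adjusted p = 2.34e-05) between the SB effects and Pln one of 1.46 (standard error 0.14, adjusted p = 1.27e-06). Necab1, a calcium-binding protein, had 1.01 and Egfl6 1.24. The difference passed an adjusted p of 0.05 for 44 of the 53, and for 30 of these it also reached 1.5-fold. For the other 9 a different SB effect with HNGMT was not shown, among them Tgfbr3, whose product is a coreceptor for TGFβ, with 0.47 in 0TF and a difference of 0.24 (adjusted p = 0.127). In 0TF, 18 of the 53 were higher at an adjusted p under 0.05 without the fold threshold.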

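Of the 86 genes lowered by SB with HNGMT, 47 were also called down in 0TF MEFs (0.975 for independent lists) and 39 were not. Ccn2 fell in 0TF by 1.84 on the log2 scale, C1qtnf3 had -3.30 (standard error 0.09, adjusted p = 1.39e-14), and Itga11, a collagen-binding integrin, -1.80 (standard error 0.04, adjusted p = 8.03e-15). Lox, the enzyme that crosslinks collagen and elastin, had a log2 fold change of -0.77 (standard error 0.03) with HNGMT and 0.02 (standard error 0.03) in 0TF, a difference of -0.79 (adjusted p = 4.9e-09). Nrep had a difference of -0.80 (adjusted p = 2.97e-08) and Ccl17, a chemokine, of -0.70 (adjusted p = 0.00635). The difference between the SB effects passed an adjusted p of 0.05 for 26 of the 39, and for 15 of these it reached 1.5-fold. For the other 13 it did not pass, as for Angptl7 with -0.14 (adjusted p = 0.751) and Sfn, the 14-3-3 protein stratifin, with -0.29 (adjusted p = 0.0662). In 0TF, 25 of the 39 were lower at an adjusted p under 0.05 whatever the fold, with a median of -0.30 over the 39. Tnc, a matrix glycoprotein, fell in 0TF MEFs with -1.51 (standard error 0.04, adjusted p = 8.8e-14), and its SB effect differed with HNGMT by 1.09 (adjusted p = 2.51e-09).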

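Of 83 genes on 3 cardiac lists, 9 were among the 53 genes that SB raised with HNGMT and that were not called at 1.5-fold in 0TF, where 0.221 would be expected (one-sided Fisher's exact test, p = 9.18e-13). Sarcomere genes gave 4 of 29 (Fisher's exact p = 1.01e-06): Actc1, cardiac actin, with 0.84 (standard error 0.15, adjusted p = 0.00168), Tnni3, cardiac troponin I, with 0.71 (standard error 0.08, adjusted p = 1.87e-05), Myh6, α-myosin heavy chain, with 0.67 (standard error 0.14, adjusted p = 0.0058), and Myl7, atrial myosin light chain, with 0.60 (standard error 0.07, adjusted p = 2.25e-05). Calcium handling and conduction genes gave 2 of 24 (Fisher's exact p = 0.00184), Pln and Hcn4, a pacemaker channel, the latter with 0.65. Cardiac regulators gave 3 of 30 (Fisher's exact p = 6.84e-05), Bmp2 with 1.22 (standard error 0.11, adjusted p = 5.25e-07), Tgfbr3 and Myocd, a coactivator of serum response factor, with 0.67 (standard error 0.07, adjusted p = 3.6e-06). Of these genes, Bmp2, Tgfbr3, Myocd, Pln and Myh6 are named in the paper as raised by SB on these samples, and the paper had been read when the lists were written, so the overlaps are not independent of it. Without all genes that the paper names as changed by SB, a choice made after the values were seen, sarcomere genes gave 3 of 28 (Fisher's exact p = 1.2e-05), calcium handling 1 of 23 (Fisher's exact p = 0.0363) and regulators 0 of 27 (Fisher's exact p = 1). In 0TF, Tgfbr3 and Myocd were higher with an adjusted p of 2.73e-05 and 0.0312. The 9 are all of the members that rose with HNGMT, none fell, and 25, 22 and 27 members did not pass (4, 2 and 3 rose over the lists alone). By camera the sarcomere list was higher (adjusted p = 0.000617, but adjusted p = 0.265 with an estimated correlation), as were calcium handling (adjusted p = 0.0296, but adjusted p = 0.2 with an estimated correlation) and the regulators (adjusted p = 0.000124, and adjusted p = 0.0318 with an estimated correlation).
Tnnt2, cardiac troponin T, had 0.09 (adjusted p = 0.662) and stood at 14.02 ± 0.03 (SD, n = 3) with SB. This level lies near the highest values of the arrays compared, 14.52 to 14.61, where a change can go unseen. HNGMT+SB replicate 2 held more of several sarcomere transcripts than replicates 1 and 3. There Myh6 was higher by 0.75 and Actc1 by 0.73, and Myl3, a ventricular light chain, was at 9.14 against 7.51 and 7.56. Without it Myh6 had a log2 fold change of 0.42, under the fold threshold. Myl7 had 0.53 and Hcn4 0.55 without it, also under the threshold, while Actc1 had 0.59 and Tnni3 0.64. The overlap with calcium handling then had p = 0.0562 by Fisher's exact test, with replicate 2 left out after the values were seen.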

Functional analysis using Ingenuity Pathway Analysis software of genes up-regulated exclusively in the HNGMT+SB group revealed enrichment for functions related to the development of the cardiovascular system and cardiac muscle (Figure S6). 

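Of 36 measured genes of inflammation, 3 fell with SB in MEFs with HNGMT, 1 rose and 32 did not pass (3 and 1 over the list alone). Cxcl14, a chemokine, had -1.42 (standard error 0.06, adjusted p = 1.11e-10), Ptgs2, the inducible cyclooxygenase, -1.27 (standard error 0.07, adjusted p = 8.72e-10), and Ccl17 -0.76 (standard error 0.11, adjusted p = 0.000163). Ccl5, another chemokine, rose by 0.68 (standard error 0.07, adjusted p = 3.45e-06). The list as a whole did not move one way (camera adjusted p = 0.312). Cxcl14 and Ptgs2 also fell in 0TF MEFs, with log2 fold changes of -0.76 (standard error 0.06) and -1.33 (standard error 0.07). Prg4, the lubricin of joint surfaces, had -1.57 (standard error 0.09, adjusted p = 4.76e-09), and Mpzl2, an adhesion protein, -1.32 (standard error 0.08, adjusted p = 1.13e-08). For both the SB effect differed from that in 0TF, by -1.16 (adjusted p = 8.69e-06) for Prg4 and -0.97 (adjusted p = 2.49e-05) for Mpzl2. Of 35 proliferation genes, 0 passed in limma (2 higher and 1 lower at an unadjusted p under 0.05), and Mki67, the antigen Ki-67 of cycling cells, had -0.02 (standard error 0.06).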

Genes that were down-regulated clustered by various functional groups including involvement in the inflammatory response and neoplasia (Figure S6).

**Figure 5:**
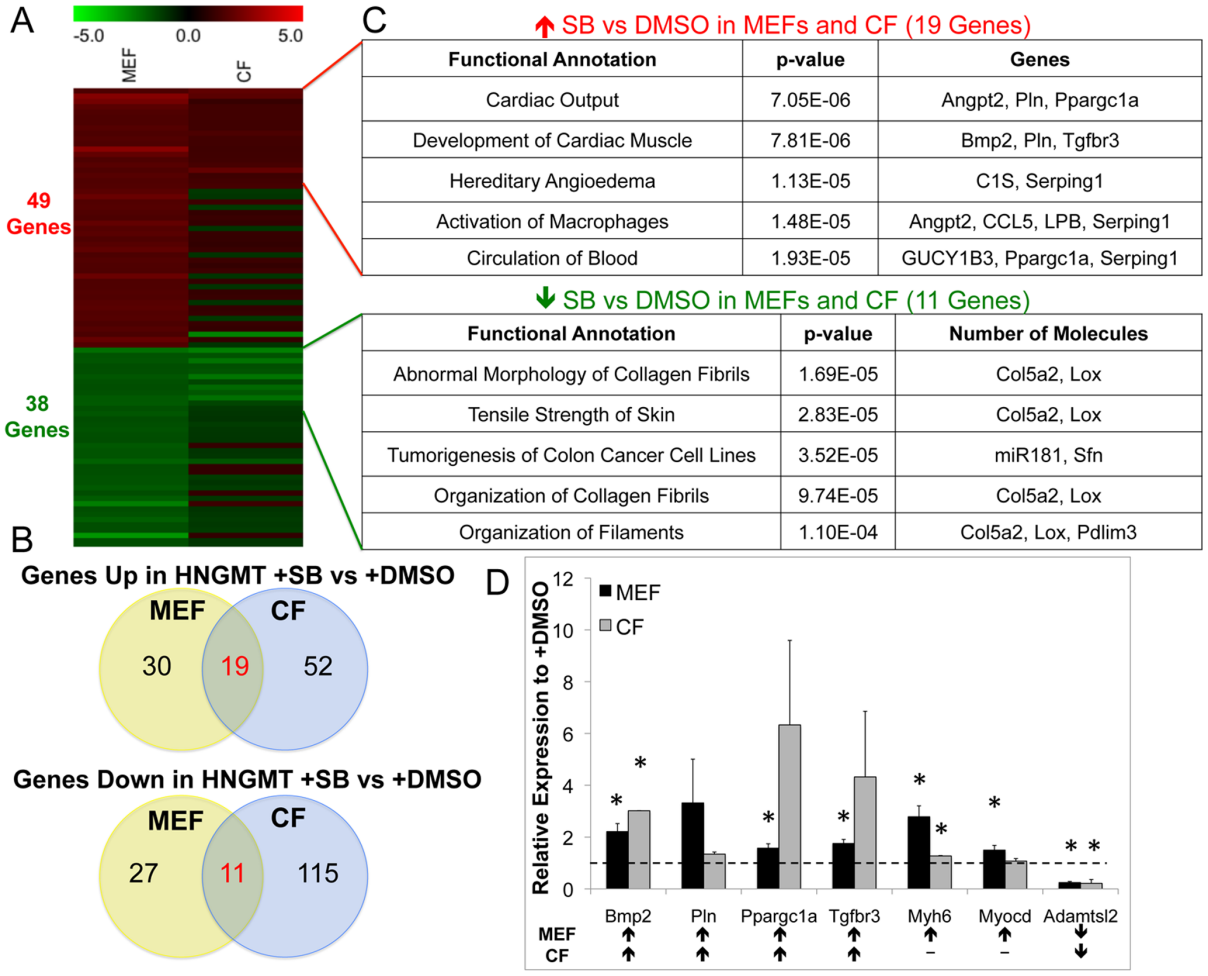
Evaluation of gene expression changes in MEFs and CFs during conversion with and without SB. Heatmap depicting the 49 and 38 genes up-regulated and down-regulated, respecively exclusively in MEFs for HNGMT + SB versus HNGMT+DMSO as well as the expression of the same genes in CFs (A). Venn diagrams demonstrating the overlap of 19 genes up-regulated HNGMT+SB for both MEFs and CFs as well as the 11 genes down-regulated in HNGMT+SB for both MEFs and CFs (B). The top five groups by p-value from as identified by functional analysis of the 19 commonly up-regulated and 11 commonly down-regulated genes in both MEFs and CFs for HNGMT+SB treatment (C). Quantitative RT-PCR results for genes identified to be involved in development of cardiac muscle and up-regulated by both MEFs and CFs (Bmp2, Pln, Ppargc1a, and Tgfbr3), or MEFs (Myh6 and Myocd), or down-regulated in both MEFs and CFs (Adamtsl2) (D). * indicates p<0.05 compared to the HNGMT+DMSO control for that gene and cell type by Students t-test.

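The genes called with HNGMT alone in MEFs had the same sign in CFs for 31 of the 53 up and 27 of the 39 down. Without CF HNGMT+SB replicate 3 these were 40 and 33. In CFs, Plet1, a membrane protein, had a log2 fold change of 1.16 (standard error 0.17, adjusted p = 0.0514), Pdlim3, an actin-associated protein, -1.48 (standard error 0.25, adjusted p = 0.082), and Myl7 -1.39 (standard error 0.72, adjusted p = 0.913), none past the test. Myl7 was at 6.99 in CF HNGMT+SB replicate 3 against 9.96 and 10.10 in replicates 1 and 2. Without replicate 3 it had -0.37 (adjusted p = 0.057), Plet1 0.95 (adjusted p = 0.00364) and Pdlim3 -1.13 (adjusted p = 0.00052), and the last 2 passed. Sfrp2, a secreted Wnt antagonist, had 0.59 (adjusted p = 1.2e-05) with SB in MEFs, where it rose, and -1.23 (adjusted p = 0.00986) in CFs, where it fell. The SB effects differed by -1.82 (adjusted p = 1.34e-08) between the cell types. SB was used at 0.5 µM in MEFs and at 5 µM in CFs.

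**Figure D1:**
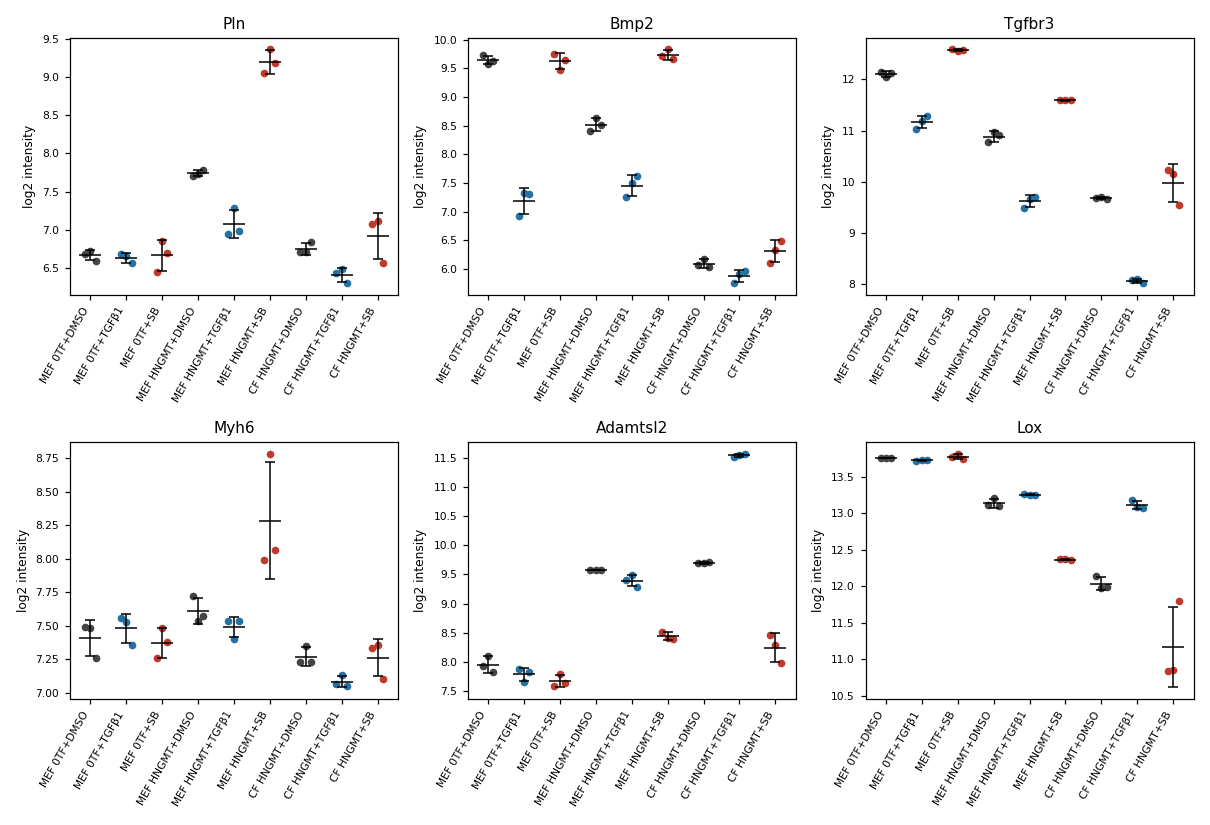
Log2 intensity of 6 genes in the 9 groups. Dots are single cultures (grey DMSO, blue TGFβ1, red SB), and bars give the mean and SD of 3. In CFs, Adamtsl2 has a mean of 11.55 with TGFβ1, above its level with DMSO, and lies lowest with SB.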

Nineteen genes that were up-regulated in MEFs in HNGMT+SB were also up-regulated in adult mouse cardiac fibroblasts under the same conditions (Figure 5A, 5B). 

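In CFs with HNGMT, SB raised 9 genes and lowered 39 (limma, 3 cultures against 3, fold at least 1.25). Gimap4, a GTPase of lymphocytes, rose by 1.11 (standard error 0.09, adjusted p = 0.00686) and Fabp4 by 1.07 (standard error 0.11, adjusted p = 0.0133). Bcl6b, a transcription repressor, had 0.60 and Ets1, a transcription factor, 0.33. None of the 9 was among the 53 genes raised with HNGMT alone in MEFs (0.0239 expected for independent lists). At an unadjusted p under 0.05, 1240 genes differed in CFs. Of the 19 genes of Table S1, which the study chose on these samples and which are no independent evidence, all 19 rose in MEFs and 0 passed in CFs (1 over the list alone), with 7 higher and 0 lower at an unadjusted p under 0.05. By camera the 19 were higher in CFs as a list (adjusted p = 1.27e-06, and adjusted p = 0.0464 with an estimated correlation).
CF HNGMT+SB replicate 3 stood apart from the other CF cultures. Its level of Pecam1, an endothelial adhesion protein, was 9.52 where replicates 1 and 2 had 11.72 and 11.76. Adgrf5, a receptor of endothelium, was at 9.35 against 12.43 and 12.49. Without this culture 171 genes rose and 206 fell, and 10 of the 53 were among those that rose: Adgrf5, Angpt2, Fmo1, Hs3st1, Lbp, Plet1, Pln, Serping1, Slc10a6 and Tgfbr3 (0.455 expected). Endothelial genes then gave 10 of 24 up and 1 down, where 0 passed with all 3 cultures (3 higher and 1 lower at an unadjusted p under 0.05). Without CF HNGMT+DMSO replicate 2 or 3, 1 and 0 genes rose. With limma's array weights, whose iteration stopped before its tolerance, 272 genes rose, and 21 genes were shared with MEFs.

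**Figure D2:**
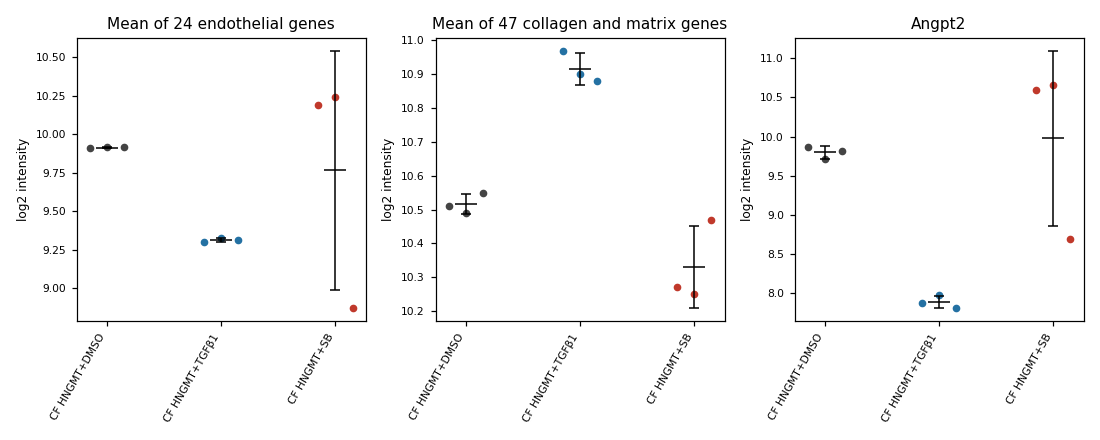
Mean log2 intensity of endothelial genes and of collagen and matrix genes, and log2 intensity of Angpt2, in the CF cultures. Dots are single cultures and bars give the mean and SD of 3. One CF HNGMT+SB culture, replicate 3, lies at 8.69 for Angpt2, where the others lie at 10.59 and 10.66.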

Functional analysis of these 19 genes revealed enrichment of genes associated with cardiac output and the development of cardiac muscle (Figure 5C). Similarly, 11 of the genes down-regulated in MEFs in HNGMT+SB were also down-regulated in the adult mouse cardiac fibroblasts (Figure 5A, 5B). 

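In CFs, Angpt2 had a log2 fold change of 0.18 (standard error 0.46, adjusted p = 0.988) with SB, Pln 0.17 (standard error 0.14, adjusted p = 0.951) and Ppargc1a, a coactivator of mitochondrial genes, -0.05 (standard error 0.17, adjusted p = 0.992). Bmp2 had 0.22 (standard error 0.10) and Tgfbr3 0.29 (standard error 0.16). None of these 5 passed the test in CFs. Without CF HNGMT+SB replicate 3, in which endothelial genes were lower, Angpt2 had 0.83 (adjusted p = 0.000631), Tgfbr3 0.50 (adjusted p = 0.000997) and Pln 0.34 (adjusted p = 0.0314). Bmp2 then had 0.13 (adjusted p = 0.713) and Ppargc1a 0.18 (adjusted p = 0.0879), and neither passed. In MEFs Ppargc1a rose by 0.84 (standard error 0.06, adjusted p = 5.51e-08) and Tgfbr3 by 0.71 (standard error 0.06, adjusted p = 6.36e-07). Serping1, an inhibitor of the complement protease C1, and C1s1, a subunit of that protease, rose in MEFs by 0.80 (standard error 0.07) and 0.81 (standard error 0.16). In CFs they had 1.09 (standard error 0.40) and 0.73 (standard error 0.27). Leaving out replicate 3, these were 0.52 (adjusted p = 0.00549), which passed, and 0.40 (adjusted p = 0.345).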

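Adamtsl2, a secreted glycoprotein of microfibrils, fell with SB in CFs from 9.70 ± 0.02 (SD, n = 3) to 8.24 ± 0.25 (SD, n = 3) on the log2 scale, a log2 fold change of -1.46 (standard error 0.11, adjusted p = 0.0045). In MEFs with HNGMT it had -1.13 (standard error 0.07, adjusted p = 1.47e-08). Nrep had -1.25 (standard error 0.16, adjusted p = 0.0233) in CFs and -0.63 (standard error 0.04) in MEFs, and fell in both. These 2 were the overlap of the 39 genes lowered in MEFs with HNGMT alone and the 39 lowered in CFs, where 0.0763 would be expected. Eln, the elastin of elastic fibers, had -1.32 (standard error 0.07, adjusted p = 0.00108) in CFs. Of the 11 genes of Table S2, chosen by the study on these samples and no independent evidence, 10 fell in MEFs and 2 in CFs (7 over the list alone). The 11th, Mir181a-1, at a low level of 5.77 ± 0.03 (SD, n = 3) with SB, had -0.06 (adjusted p = 0.911) in MEFs. Without CF HNGMT+SB replicate 3, in which the mean of the matrix genes lay nearer to DMSO, 10 of the 11 fell in CFs and the overlap held 13 genes (0.403 expected). Without CF HNGMT+DMSO replicate 1, 2 or 3, 13, 8 and 2 genes fell in CFs, and without CF HNGMT+SB replicate 1 or 3, 18 and 206. With a fit of only the groups compared 0 genes fell, and with array weights 315 fell.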

A complete list of the 19 genes up-regulated by both cell types and the 11 genes down-regulated by both cell types is presented in Supporting Information Tables S1 and S2. The expression of several of the genes that were identified as being involved in the development of cardiac muscle for both MEFs and CFs as well as MEFs alone (Myh6 and Myocd) as indicated in the functional analysis were verified using qRT-PCR (Figure 5D). The gene Adamtsl2, which was down-regulated in both cell types upon SB treatment, was also validated by qPCR (Figure 5D).

## Discussion

The direct conversion of fibroblasts to iCMs has been demonstrated following the induced expression of different combinations of transcription factors and/or microRNAs both *in vitro* [5], [6], [8], [10], [11], [14] and *in vivo* post-infarct in mouse models [7]–[9], [12], [13]. Given the differences in initial starting cell populations, transcription factor combinations utilized for conversion, time points evaluated, and metrics used to quantify successful conversion, wide ranges of efficiencies have been reported. For example, the first demonstration of the conversion of neonatal mouse cardiac fibroblasts to iCMs utilized an αMHC-GFP reporter system to observe ∼20% of cells expressed GFP 10 days after treatment with the transcription factor combination GMT [6]. However, not all of the αMHC-GFP cells also expressed cardiac Troponin T and only a fraction displayed some degree of spontaneous calcium activity [6]. Issues of determining conversion efficiency and defining bona iCMs were recently reviewed [4].

Our group recently conducted a side-by-side comparison of reprogramming of MEFs and adult mouse CFs to iCMs using induced expression of various combinations of transcription factors (e.g., GMT, HGMT, and NGMT) reported in the literature [6], [11], [13]. We utilized a genetically encoded calcium indicator (GCaMP) driven by the cardiac Troponin T promoter as the main outcome metric of conversion to iCMs. As excitation and contraction are linked by calcium flux, this is a more functional and therefore rigorous metric of success compared to the use of traditional genetic reporter systems. At 14 days post-induction, the greatest number of iCMs was observed with the combination HNGMT (∼2%), while the combination GMT yielded <0.25% of cells with Troponin T-GCaMP activity [5]. Although many of the aforementioned studies have raised excitement about the possibility of generating new cardiomyocytes, it is clear that technical and biological hurdles remain to be overcome, including the low efficiency of iCM conversion from fibroblasts [3], [4], [16]–[19]. Here, we present work demonstrating that inhibition of the TGFβ signaling pathway with a single small molecule leads to a significant increase of at least 5 fold in the number of reprogrammed iCMs generated from MEFs as well as adult mouse cardiac fibroblasts.

Small molecules can be delivered in a site-specific manner to the heart through a variety of means, such as encapsulation within targeted nanoparticles [38], which may be attractive for *in vivo* conversion strategies. Additionally, small molecules have been utilized to enhance directed differentiation towards cardiomyocytes [20]–[24] as well as reprogramming to iPSCs [25]–[29]. Therefore, we hypothesized that some of these small molecules could be used to increase the efficiency of reprogramming to iCMs. When we tested an initial set of small molecules with the transcription factor combination of HNGMT, only the TGFβ inhibitor SB significantly increased the yield of functional iCMs, as quantified by using the Troponin T-GCaMP reporter previous developed by our group [5]. Inhibition of TGFβ with SB has also been utilized either alone or in conjunction with other small molecules to enhance reprogramming to iPSC from a variety of cell types including MEFs [26], [39], human foreskin fibroblasts [25], and skeletal myoblasts [28] as well as direct conversion to neurons [30] and endothelial cells [40].

The TGFβ superfamily is known to influence several cellular functions, including proliferation, apoptosis, and differentiation. Moreover, the TGFβ ligands are known to elicit different responses based on the cellular context [33]–[35]. The superfamily includes the TGFβ ligands, Activins, Nodal, GDFs, and BMPs, which signal through specific transmembrane receptors [33]–[35]. SB functions via specifically inhibiting the ability of the Activin and Nodal receptors, Alk4 and Alk7, and the TGFβ receptor, Alk5, to phosphorylate Smad2/Smad3 [32], which is necessary for subsequent translocation to the nucleus for initiation of downstream signaling [32].

Upon further characterization utilizing additional small molecules targeting different TGFβ superfamily receptors, we confirmed that inhibition of TGFβ component of the superfamily in the reprogramming process leads to increased iCM yield in a dose-responsive manner. There were no obvious differences in phenotype between iCMs generated with SB or the DMSO vehicle control as observed by immunocytochemistry. Additionally, HNGMT induction in the presence of the TGFβ ligands, but not Activin A, led to a significant reduction in iCM yield, further confirming the specificity of inhibition to the TGFβ ligands. Similar to work described in the iPSC field, we observed that the increase in reprogramming efficiency with SB treatment was not due to increased transgene expression, reduced apoptosis, or proliferation of iCMs [26].

In an attempt to understand how inhibition of TGFβ may lead to increased conversion to iCMs, global transcriptional analysis was conducted on both MEFs and CFs in the presence of SB and the DMSO vehicle control. Based on our observations in MEFs that early addition of SB leads to the greatest increase in iCM yield, we collected samples for transcriptional analysis at Day 3 post-induction in order to investigate early molecular changes in reprogramming. However, we acknowledge that it is possible that important early events in the conversion process may transient in nature and therefore missed at this discrete time point.

Studies in the iPSC field have suggested that inhibition of TGFβ may facilitate reprogramming to iPSC by depression of fibroblast gene expression programs [26], [39], however differences in expression of genes commonly associated with fibroblasts (e.g., S100A4) were not identified by our analysis. Differences in gene expression for canonical components of the TGFβ signaling pathway (e.g. Smad2, Smad3, and Smad4) were also not observed between the DMSO and SB treatment groups. However, this is not surprising as many of these components are constantly present but require phosphorylation for activation [33]. 

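In MEFs with HNGMT, Smad2 stood at 10.73 ± 0.01 (SD, n = 3) with SB and 10.79 ± 0.10 (SD, n = 3) with DMSO, a log2 fold change of -0.06 (standard error 0.05, adjusted p = 0.647). Smad4, the partner shared by the receptor-activated Smads, had 0.07 (standard error 0.04, adjusted p = 0.422). Smad3 was higher by 0.20 (standard error 0.03, adjusted p = 0.000272), under the 1.5-fold threshold. In CFs, Smad2 had 0.05 (standard error 0.08), Smad3 0.23 (standard error 0.08) and Smad4 0.02 (standard error 0.04), and none passed the test. Of 23 components of the TGFβ pathway, 1 rose in MEFs with HNGMT, Tgfbr3, none fell and 22 did not pass (1 and 0 over the list alone; camera adjusted p = 0.594). Inhba, a chain of activin, had -0.53 (adjusted p = 8.06e-07), Ltbp1 -0.30 (adjusted p = 4.29e-05) and Tgfb1 -0.26 (adjusted p = 6.88e-05), each under the fold threshold.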

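Col5a2, a chain of type V collagen, had -0.63 (standard error 0.04, adjusted p = 1.08e-08) in MEFs with HNGMT, where it fell, and -0.81 (standard error 0.13, adjusted p = 0.0706) in CFs. Lox had -0.88 (adjusted p = 0.308) and Itgb5, an integrin chain, -0.43 (adjusted p = 0.862) in CFs. The 3 passed in CFs without CF HNGMT+SB replicate 3, with -0.64 (adjusted p = 0.0017), -1.19 (adjusted p = 0.000123) and -0.70 (adjusted p = 0.000151). Of 47 collagen and matrix genes, 4 fell in CFs and none rose (8 and 0 over the list alone), Adamtsl2, Eln, Col11a1 and Plod2, the last 2 with -0.57 (adjusted p = 0.0116) and -0.47 (adjusted p = 0.0183). The list was lower as a whole (camera adjusted p = 1.13e-08, but adjusted p = 0.109 with an estimated correlation). In CF HNGMT+SB replicate 3 the mean of the list was 10.47, where replicates 1 and 2 had 10.27 and 10.25, and without it 13 of the 47 fell. Of 23 myofibroblast and smooth muscle genes, 0 passed in CFs in limma (0 up and 2 down over the list alone, 0 higher and 8 lower at an unadjusted p under 0.05). In MEFs 2 fell, Pdlim3 with -0.81 (adjusted p = 8.06e-05) and Itgb5 with -0.64 (adjusted p = 4.83e-09). Nupr1, a stress-induced nuclear protein, had -0.68 (adjusted p = 1.46e-09) in MEFs and -0.46 (adjusted p = 0.874) in CFs. Without that replicate Nupr1 had -0.76 (adjusted p = 0.000888) in CFs and passed.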

Interestingly, there are 11 genes based on our fold change and false discovery rate criteria that are down-regulated in both MEFs and CFs when treated with SB as opposed to DMSO, some of which are involved in collagen fiber organization as well as tumorigenesis.

A total of 49 genes were up-regulated after HNGMT treatment in MEFs between SB and DMSO groups. Functional analysis of these genes showed enhancement of genes involved in development of the cardiovascular system and morphogenesis of cardiac muscle. A subset of 19 genes was also up-regulated in CFs treated with HNGMT+SB, several of which are also associated with development of cardiac muscle (e.g., Bmp2, Pln, and Tgfbr3) and cardiac output (e.g., Ppargc1a, Pln, and Angpt2). Although several of the genes identified in the MEFs HNGMT+SB treatment group involved in the development of the cardiac muscle cluster did not meet our fold change criteria in CFs, several genes (e.g., Myh6 and Myocd) had increased expression compared to the CF HNGMT+DMSO group. 

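On the arrays, Myh6 stood at 7.26 ± 0.14 (SD, n = 3) with SB and 7.27 ± 0.07 (SD, n = 3) with DMSO in CFs with HNGMT, a log2 fold change of -0.01 (standard error 0.07, adjusted p = 0.998). Myocd had -0.41 (standard error 0.29, adjusted p = 0.944). Without CF HNGMT+SB replicate 3 these were 0.07 and -0.01. Of 29 sarcomere genes, 2 fell in CFs, Tnnc1 with -0.74 (adjusted p = 0.0456) and Xirp1 with -0.46 (adjusted p = 0.00773), and none rose (0 up and 3 down over the list alone; camera adjusted p = 1.08e-06, but adjusted p = 0.133 with an estimated correlation). The mean of the list was 8.61 in CF HNGMT+SB replicate 3 and 8.90 in each of the other 2, and with replicate 3 left out 4 fell and none rose (camera adjusted p = 8.47e-05, but adjusted p = 0.108 with an estimated correlation). The SB effect on Myocd differed between CFs and MEFs by -1.08 (standard error 0.26, adjusted p = 0.0335), on Pln by -1.29 (standard error 0.17, adjusted p = 0.000101) and on Bmp2 by -1.00 (standard error 0.16, adjusted p = 0.000772), each lower in CFs. With replicate 3 left out the differences were -0.68 for Myocd, -1.11 for Pln and -1.09 for Bmp2 and each passed, and without MEF HNGMT+SB replicate 2 that of Myocd did not pass. In CFs with SB, Pln stood at 6.92 ± 0.30 (SD, n = 3) and Bmp2 at 6.31 ± 0.19 (SD, n = 3), below the array medians. Weak signals can compress fold changes, so the sizes of these differences are uncertain. For Myh6 the difference was -0.68 (adjusted p = 0.0745) and did not pass. The CF levels of Myh6, 7.26 with SB and 7.27 with DMSO, also lie below the CF array medians of 7.36 to 7.43. A rise of Myh6 in CFs could go unseen at such a level, so its fold of -0.01 does not exclude one. The paper proposes differences in the kinetics of reprogramming as a reason for the lower expression of some genes in CFs.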

Differences in the kinetics of reprogramming between the MEFs and CFs may be responsible for reduced expression of some genes in CFs compared to MEFs.

Thus, treatment with SB early in reprogramming is associated with enhanced expression of genes related to cardiac muscle development, however it is unclear if this is a direct or indirect result of TGFβ inhibition. Interestingly, a recent report describing the conversion of fibroblasts derived from human embryonic stem cells demonstrated that inhibition of TGFβ led to a reduction in the percentage of reprogrammed iCMs expressing an αMHC-mCherry reporter [41]. These results may reflect a species difference in addition to differences in transcription factors utilized for conversion. Given the complex nature of the TGFβ signaling pathway, it is possible that multiple, interacting targets and pathways may be involved in the mechanism behind the enhanced conversion of iCMs with SB treatment and induction of HNGMT. Phosphorylated Smad complexes regulate gene expression by binding to DNA with partner transcription factors, which subsequently activate or repress transcription through recruitment of chromatin modifying co-activators (e.g., HATs) or co-repressors (e.g., HDACs) [33]–[35], [42]. For example, it is possible that inhibition of TGFβ may lead to inhibition of a gene that represses transcription of a second gene, as is the case in epithelial-to-mesenchymal transition for the genes Atf3 and Id1 [35].

In conclusion, we have shown that inhibition of TGFβ signaling with a single small molecule leads to a significant enhancement in the number of iCMs generated from two different initial cell populations. To the best of our knowledge, this work demonstrates the highest efficiency of direct conversion to iCMs. Overcoming the technological and biological limitations of direct conversion allows for practical execution of this exciting technology for the development of novel treatment strategies as well as drug development and discovery-based applications.

## Supporting Information

Figure S1 **Immunocytochemistry staining for iCMs generated from MEFs at Day 14 post-induction.** Scale bar is 50 µM.
(TIF) Click here for additional data file.

Figure S2 **Inhibition of TGFβ signaling ligands in MEFs leads to increased iCM yield.** Troponin T-GCaMP analysis at Day 14 post-induction with DMSO vehicle control, LY364947 (LY) that inhibits TGFβ alone, and SB that inhibits TGFβ and Activin/Nodal components of the superfamily (A). Oil Red O staining for adipocytes also present in cultures of iCMs generated from MEFs and treated with the different small molecules at Day 14 post-induction. Scale bar is 200 µM.
(TIF) Click here for additional data file.

Figure S3 **Evaluation of Nkx2.5-V5 transgene expression (green) at Day 2 post-induction between DMSO and SB treatment groups (A).** Time course staining for TUNEL (green) and DAPI (blue) for iCMs derived from MEFs at Day 2, Day 4, and Day 7 post-induction for +DMSO (top row) and +SB (bottom row) (B). Scale bar is 100 µM.
(TIF) Click here for additional data file.

Figure S4 **Characterization of starting adult mouse cardiac fibroblasts by immunocytochemistry staining for Nkx2.5 (green, A), vimentin (red, B–E), Isl1 (green, B), α-actinin (green, C), α-myosin heavy chain (green, D), and cardiac troponin (green, E).** As expected, CFs stain positively for vimenin but negative for markers of cardiomyocytes and cardiac progenitor cells. Scale bar is 100 µM.
(TIF) Click here for additional data file.

Figure S5 **Representative immunocytochemistry at Day 14 of iCMs for +DMSO (top row) and + 5** µ**M SB treatment (bottom row) for the indicated proteins.** Scale bar is 100 µM (B–C) or 50 µM (D).
(TIF) Click here for additional data file.

Figure S6 **Heatmap for genes commonly associated with fibroblasts for MEFs and CFs at Day 3 post-induction in HNGMT+SB versus HNGMT+DMSO, with fold change and false discovery rate (FDR) values on the table to the right (top).** Heatmap of genes up-regulated and down-regulated in MEFs for HNGMT+SB versus HNGMT+DMSO with functional annotations for the genes up-regulated or down-regulated exclusively in HNGMT+SB versus HNGMT+DMSO on the tables to the right (bottom).
(TIF) Click here for additional data file.

Movie S1 **Robust beating of iCMs converted from MEFs is evident as early as Day 11 post-induction.**
(MP4) Click here for additional data file.

Movie S2 **Groups of iCMs converted from MEFs beating synchronously at Day 18 post-induction.**
(MP4) Click here for additional data file.

Movie S3 **Beating of iCMs converted from adult mouse CFs was observed as early as Day 16 post-induction.**
(MP4) Click here for additional data file.

Movie S4 **iCMs directly reprogrammed from adult mouse CFs were observed to be beating through at least 34 days in culture post-induction.**
(MP4) Click here for additional data file.

Table S1 **Genes up-regulated in HNGMT+SB versus HNGMT+DMSO for both MEFs and CFs at Day 3 post-induction.**
(DOCX) Click here for additional data file.

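Among the other genes of Table S1, Gucy1b1, a subunit of the nitric oxide receptor, rose in MEFs with HNGMT by 0.74 (standard error 0.08) and Lbp, a binding protein of bacterial lipopolysaccharide, by 0.71 (standard error 0.06). Fmo1, a flavin monooxygenase, rose by 0.61 (standard error 0.04), Hs3st1, a heparan sulfate sulfotransferase, by 0.63 (standard error 0.08), and Scara3 by 0.63 (standard error 0.07). Slfn5 and Sp100, which interferon induces, rose by 0.80 (standard error 0.10) and 0.68 (standard error 0.11). In CFs, Gucy1b1 had 0.51 (standard error 0.15), Scara3 0.57 (standard error 0.15) and Slc10a6, a sulfated steroid carrier, 0.46 (standard error 0.38). Lbp had 0.11, Hs3st1 0.09, Necab1 -0.05 and Adgrf5 -0.66 in CFs, none past the test. Without CF HNGMT+SB replicate 3 they had 0.40, 0.61, 0.40 and 0.38. Slc10a6 had 0.98 (adjusted p = 0.00277) without CF HNGMT+SB replicate 3 and passed, and Gucy1b1 with 0.37 and Scara3 with 0.40 did not. The names of 1600029D21Rik, GPR116 and GUCY1B3 in the table correspond to Plet1, Adgrf5 and Gucy1b1 here.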

Table S2 **Genes that are down-regulated in HNGMT+SB versus HNGMT+DMSO for both MEFs and CFs at Day 3 post-induction.**
(DOCX) Click here for additional data file.

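Among the other genes of Table S2, Sfn had -0.77 (standard error 0.07, adjusted p = 4.3e-07) in MEFs with HNGMT and -0.25 (standard error 0.14, adjusted p = 0.931) in CFs. Angptl7, an angiopoietin-like protein, had -0.72 (standard error 0.11, adjusted p = 0.000311) in MEFs and -0.50 (standard error 0.17, adjusted p = 0.579) in CFs, where Ccl17 had -0.80 (standard error 0.27, adjusted p = 0.554). Of these values, those for MEFs passed the test. The values in CFs passed as well without CF HNGMT+SB replicate 3, with -0.44 (adjusted p = 0.00364), -0.70 (adjusted p = 0.00914) and -1.18 (adjusted p = 0.000212). The microRNA of the table, listed here as Mir181a-1, had -0.02 (adjusted p = 0.985) in CFs, at a level of 5.21 ± 0.03 (SD, n = 3) with SB, near the low end of the arrays.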

# Supplementary material for: Inhibition of TGFβ Signaling Increases Direct Conversion of Fibroblasts to Induced Cardiomyocytes
**Source:** PLoS One. 2014 Feb 26;9(2):e89678. doi: 10.1371/journal.pone.0089678
**Supplement:** Table S1 — Genes up-regulated in HNGMT+SB versus HNGMT+DMSO for both MEFs and CFs at Day 3 post-induction.

| **Gene** | **Entrez Gene Name** | **Location** | **Type** |
| --- | --- | --- | --- |
| 1600029D21Rik | RIKEN cDNA 1600029D21 | Plasma Membrane | Other |
| ANGPT2 | Angiopoietin 2 | Extracellular Space | Growth Factor |
| BMP2 | Bone Morphogenic Protein 2 | Extracellular Space | Growth Factor |
| C1S | Complement Component 1, S Subcomponent | Extracellular Space | Peptidase |
| CCL5 | Chemockine (C-C motif) Ligand 5 | Extracellular Space | Cytokine |
| Fmo1 | Flavin Containing Monooxygenase 1 | Cytoplasm | Enzyme |
| GPR116 | G Protein-Coupled Receptor 116 | Plasma Membrane | G-Protein Coupled Receptor |
| GUCY1B3 | Guanylate Cyclase 1, Soluble, Beta 3 | Cytoplasm | Enzyme |
| H3ST1 | Heparan Sulfate (glucosamine) 3-O-Sulfotransferase 1 | Cytoplasm | Enzyme |
| LBP | Lipopolysaccharide Binding Protein | Plasma Membrane | Transporter |
| NECAB1 | N-terminal EF-hand calcium binding protein 1 | Cytoplasm | Other |
| PLN | Phospholamban | Cytoplasm | Transporter |
| PPARGC1A | Peroxisome Proliferator-Activated Receptor Gamma, Coactivator 1 Alpha | Nucleus | Transcription Regulator |
| SCARA3 | Scavenger Receptor Class A, member 3 | Plasma Membrane | Transmembrane Receptor |
| SERPING1 | Serpin Peptidase Inhibitor, Clade G (C1 inhibitor), member 1 | Extracellular Space | Other |
| SLC10A6 | Solute Carrier Family 10 (sodium/bile acid cotransporter family), member 6 | Plasma Membrane | Transporter |
| SLFN5 | Schlafen Family Member 5 | Nucleus | Enzyme |
| Sp100 | Nuclear Antigen Sp100 | Nucleus | Transcription Regulator |
| TGFBR3 | Transforming Growth Factor, Beta Receptor III | Plasma Membrane | Kinase |

# Supplementary material for: Inhibition of TGFβ Signaling Increases Direct Conversion of Fibroblasts to Induced Cardiomyocytes
**Source:** PLoS One. 2014 Feb 26;9(2):e89678. doi: 10.1371/journal.pone.0089678
**Supplement:** Table S2 — Genes that are down-regulated in HNGMT+SB versus HNGMT+DMSO for both MEFs and CFs at Day 3 post-induction.

| **Gene** | **Entrez Gene Name** | **Location** | **Type(s)** |
| --- | --- | --- | --- |
| ADAMTSL2 | ADAMT-like 2 | Unknown | Other |
| ANGPTL7 | Antiopoietin-like 7 | Extracellular Space | Other |
| CCL17 | Chemokine (C-C motif) ligand 17 | Extracellular Space | Cytokine |
| COL5A2 | Collagen, Type V, alpha 2 | Extracellular Space | Other |
| ITGB5 | Integrin, Beta 5 | Plasma Membrane | Other |
| LOX | Lysyl Oxidase | Extracellular Space | Enzyme |
| miR-181 | MicroRNA 181a-1 | Cytoplasm | microRNA |
| NREP | Neuronal Regeneration Related Protein | Cytoplasm | Other |
| NUPR1 | Nuclear Protein, Transcriptional Regulator 1 | Nucleus | Transcriptional Regulator |
| PDLIM3 | PDZ and LIM domain 3 | Plasma Membrane | Other |
| SFN | Stratifin | Cytoplasm | Other |

How the deposited data were processed for this re-analysis (not part of the article)

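Total RNA of 27 mouse cultures at Day 3 was measured on Affymetrix Mouse Gene 1.0 ST arrays, 1 array per culture. There were 18 MEF cultures in 6 groups (0TF or HNGMT, each with DMSO, SB or TGFβ1) and 9 CF cultures in 3 groups (HNGMT with DMSO, SB or TGFβ1). All cultures received 2 µg mL-1 doxycycline, and the small molecules were added at Day -1. The protocol text in the labels of the CF cultures describes MEFs.
The log2 values were made by the authors before deposition and were used as deposited. The paper names Affymetrix Microarray Suite 5.0 and PartekGS, and the labels name MAS5. The summarization, background correction and normalization settings are not named in the paper's text. The values ran from 4.22 to 14.64 over all arrays.
Probe sets with exactly 1 gene symbol were kept, and 999 genes with more than 1 such probe set were represented by the brightest. The paper's text gives a larger number of probes tested. No genome positions are reported.
Group means were compared with limma 3.58.1 in R 4.3.3, by lmFit and moderated statistics from eBayes. The fits left 12 residual degrees of freedom in MEFs and 6 in CFs. The contrast between the cell types used all 27 arrays and left 18. The number of contrasts tested was 9. The standard errors given are those of the moderated fit. Interactions tested whether the SB effect differed between HNGMT and 0TF MEFs, or between CFs and MEFs with HNGMT, at a fold of at least 1.5. Overlaps of called genes were set against the number that independent lists would share. Python 3.11.15 with matplotlib 3.10.9 drew the figures.
The 27 gene lists covered cardiac sarcomere, calcium handling and conduction, cardiac regulators, the delivered factors, TGFβ targets, the TGFβ pathway, the BMP pathway, fibroblast, collagen and matrix, myofibroblast and smooth muscle, adipocyte, proliferation, apoptosis, complement and acute phase, interferon, inflammation, stress response, oxidative metabolism and reference genes. Markers of skeletal muscle, endothelium, leukocytes, cartilage and bone, epicardium and neurons covered other cell types, and the genes of Tables S1 and S2 were the last lists. Lists were tested two-sided with limma's camera and adjusted over the lists of each contrast.
Named genes were the 10 highest and 10 lowest folds of each comparison among calls whose cultures did not overlap (5 and 5 for interactions), the genes that the paper names, and up to 4 members of each list with the smallest p. The genes of Tables S1 and S2 had been seen in the paper when this rule was set.
Simulated data held 50 changed genes at each of several folds. At 2-fold, 100% were recovered with the spread of the MEF arrays and 92% with that of the CF arrays. At 1.5-fold these were 56% and 80%. The threshold is itself 1.5-fold in MEFs and 1.25-fold in CFs, so these shares do not compare the cell types. Without CF HNGMT+SB replicate 3 the simulated CF shares were 98% at 2-fold and 88% at 1.5-fold. The real calls in CFs went from 48 to 377 without it, so the simulated CF shares may not describe the real comparison. False calls numbered 0 with the MEF spread and 4 with the CF spread.
Alternatives varied the arrays in the fit, a block for the replicate number, the variance model, array weights, a filter on dim genes at the 40th percentile, the genes of the paper in the list overlaps, the summary of probe sets, the normalization, the fold threshold and each culture in turn. The replicate numbers were not taken as pairs: an array correlated best with an array of its own number in 7 of 18 MEF arrays and 5 of 9 CF arrays. Labels of the groups were also redrawn in 10 splits of 3 against 3, or in 100 drawn splits for contrasts of more groups. The iteration behind the array weights stopped before its tolerance in the MEF fit, the CF fit and the fit of all arrays. An offset before taking logarithms was not tried, since the values were already on the log2 scale. Experiments of the paper without deposited data, such as calcium imaging and stainings, were left out, and its qRT-PCR folds were only read from a figure.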

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

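The tests on single CF and MEF arrays and all tests on redrawn groups below were chosen or written down after the results were seen.
The SB effect differed between HNGMT and 0TF MEFs for 390 genes by the interaction test. Of 100 drawn splits of the arrays, 5 gave as many, the real one included, and the highest other gave 561. The 4 other splits that reached the real number kept 1 of the comparisons intact. Such splits still hold an effect of the treatment, so this share cannot decide on chance. Splits with none intact gave at most 0. Over 29 adipocyte genes the median difference of the SB effect, HNGMT minus 0TF, was -0.82, and the list was lower (camera adjusted p = 2.45e-53, and adjusted p = 6.64e-05 with an estimated correlation). The same interaction was higher for 9 of 33 interferon genes, such as Oasl1 with 0.94 (adjusted p = 0.0153) (camera adjusted p = 5.09e-10, but adjusted p = 0.356 with an estimated correlation).
Between CFs and MEFs with HNGMT the SB effect differed for 122 genes by the interaction test. Of 100 drawn splits, 1 gave as many, the real one, and the highest other gave 114, so chance was excluded at that share. The margin is small, and splits with no comparison intact gave up to 70. Without CF HNGMT+SB replicate 1 or 2 the number was 235 and 253. It was 99 without MEF HNGMT+SB replicate 2, and lower still with only the groups compared. Over 29 sarcomere genes the median difference, CF minus MEF, was -0.33, and the list was lower in CFs (camera adjusted p = 3.78e-09, and adjusted p = 0.0304 with an estimated correlation). Leaving out MEF HNGMT+SB replicate 2 halved the median to -0.16 (camera adjusted p = 4.28e-06, but adjusted p = 0.0611 with an estimated correlation). Leaving out CF HNGMT+SB replicate 3 left the median at -0.33 and moved the mean from -0.43 to -0.34. With both left out the median was -0.14 and the mean -0.24 (camera adjusted p = 4.37e-06, but adjusted p = 0.058 with an estimated correlation), so the size of the difference rests in part on these arrays, and with an estimated correlation the call rests on MEF HNGMT+SB replicate 2. The dose of SB was 0.5 µM in MEFs and 5 µM in CFs, so cell type and dose are not separable. Sex differed as well: Xist was at 5.95 to 6.19 in MEFs and 12.15 to 12.76 in CFs, and Kdm5d, a gene of the Y chromosome, at 9.54 to 9.94 and 5.57 to 5.65.
The cultures with TGFβ1, which the paper does not report on, gave changes against DMSO in 2074 genes in 0TF MEFs, 1150 in HNGMT MEFs and 1060 in CFs (limma). The splits of 3 against 3 are too few for a share under 0.05. In each of these 3 comparisons 1 of 10 splits, the real one, reached the real number, and the highest others were 0, 1 and 0. Without CF HNGMT+DMSO replicate 1 or 3, 692 and 617 genes changed in CFs, and without CF HNGMT+TGFβ1 replicate 2 or 3, 677 and 633. More genes changed there with only the groups compared, with all 27 arrays in one fit and with array weights, and fewer without moderation.
CF HNGMT+SB replicate 3 lay more than 1 log2 from the mean of replicates 1 and 2 at 651 genes, 251 higher and 400 lower. The other CF arrays held the endothelial markers Emcn at 12.93 to 13.10 and Cdh5 at 12.59 to 12.86. Of the fibroblast genes, Pdgfra lay at 8.61 to 9.42 and Dpt at 6.06 to 6.78 there, where replicate 3 had 10.39 and 9.19. The whole fibroblast list had a mean of 10.47 in CFs with DMSO. Results in CFs may thus in part describe endothelial cells, which was not tested. Of 24 endothelial markers, 11 were above 10 log2 in the other CF arrays. In replicate 3, 11 of these lay more than 1 log2 lower, with a median of -1.97, so a lower share of endothelial cells in this culture may account for that part. Other programs moved with it and are not accounted for: Saa3 was higher there than in replicates 1 and 2 by 4.80, Lcn2 by 4.76, Mmp3 by 4.30 and Il6 by 2.81, and the list medians differed by 0.46 for fibroblast, 0.49 for inflammation and -0.83 for proliferation genes. A culture without SB could not be told apart: 15 genes lowered in both MEF groups and in replicates 1 and 2 lay at a median of -0.22 from DMSO there, against -0.68 and -0.57 in replicates 1 and 2, by which they were picked, and -0.03 to 0.03 in the DMSO arrays, 9 of the 15 lay below every DMSO array, and Adamtsl2 at 7.98 and Eln at 8.14 lay below their DMSO means of 9.70 and 9.62, which speaks against it, but Cyp1a1 at 6.99 lay near its DMSO mean of 6.79, against 8.58 and 8.56 in replicates 1 and 2, and a culture of another composition has no DMSO array to compare with. Lower RNA quality could not be told apart either, with a mean deviation of reference genes of 0.156 against 0.0276 to 0.0715 in the other CF arrays but an interquartile range of 3.53 within their 3.51 to 3.60, and beyond the share of endothelial cells no biological explanation was tested.
MEF HNGMT+SB replicate 2 held more of 6 sarcomere transcripts than replicates 1 and 3, with a median of 0.91. All 6 of them (Myl3, Myl2, Myoz2, Actn2, Myh6 and Actc1) were higher there than in every CF array, and 5 of them, all but Myoz2, also after centring each array on its median, since array medians differ between the cell types, which argues against RNA of the CF cultures. More cells at the same stage of conversion would raise the 910 genes that HNGMT raised over 0TF, whose median difference was 0.0115 (quartiles -0.04 and 0.07). A few cells with a fuller cardiomyocyte program, or RNA of heart muscle, may remain as explanations and could not be told apart, with 0 of 27 oxidative metabolism genes over 0.5 log2 higher there. No biological explanation was tested beyond these.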

How the results depend on the processing

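The alternatives that left out CF HNGMT+SB replicate 3, MEF HNGMT+SB replicate 2 or both in the tests of gene lists and of list overlaps, or the genes of the paper in the overlaps, were chosen after seeing the data; the others were planned, and the cause was not tested for any change below unless stated. Counts of called genes stayed within 1.5 times for 21 of 21 results with the mean of all probe sets and with all probe sets. Of 148 values of named genes, 94 were called, 64 of these under every alternative, and none turned direction as a call. Weak signal limits exact folds for genes at low levels, such as Bmp2, Pln and Mir181a-1 in CFs.
With only the groups compared, CF SB gave 0 up and 0 down, the overlap of genes down 0, the cell type interaction 56, CF TGFβ1 2100 and opposite calls of SB and TGFβ1 in CFs 0. With all 27 arrays in one fit these were 88 and 218 for CF SB, 6 and 9 for the overlaps up and down, 1999 for CF TGFβ1 and 152 opposite calls. The replicate block gave 4 and 11 for CF SB, 1 and 1 for the overlaps and 10 opposite calls. Without moderation there were 2 and 12 for CF SB, 1 in the overlap down, 689 for CF TGFβ1 and 11 opposite calls. Array weights gave 272 and 315 for CF SB, 21 and 10 for the overlaps, 204 for the cell type interaction, 2373 for CF TGFβ1 and 383 opposite calls. The iteration for these weights stopped before its tolerance, and in CFs they ran from 0.0742 for HNGMT+SB replicate 3 to 17.4 for HNGMT+DMSO replicate 3, so these counts rest largely on a few arrays. The intensity trend and robust estimation, set together in eBayes, gave 1 in the overlap up. The filter on dim genes gave 14 up for CF SB and 1 in the overlap up, quantile normalization 14 up and 4 in the overlap down, and centring 1 in the overlap up.
With the fold threshold of the other cell type, and none for interactions, MEF HNGMT SB gave 253 up and 274 down, 0TF SB 635 and 641, shared genes 106 and 165, HNGMT alone 147 and 109, the interactions 1681 and 363, and CF SB 4 and 11. HNGMT against 0TF gave 3968, TGFβ1 4567 in 0TF, 2932 in HNGMT and 493 in CFs, and opposite calls 470, 233 and 7.
Leaving out 1 array at a time gave 0 to 171 for CF SB up and 2 to 206 down, 0 to 10 and 0 to 13 for the overlaps up and down, 99 to 253 for the cell type interaction, 617 to 927 for CF TGFβ1 and 2 to 276 opposite calls in CFs. The highest of the CF SB counts, overlaps and opposite calls came without CF HNGMT+SB replicate 3. The lowest came without CF HNGMT+DMSO replicate 3, except that the overlap up was 0 with all arrays as well. CF SB up was also 1 without CF HNGMT+DMSO replicate 2, CF SB down 13, 8 and 18 without CF HNGMT+DMSO replicates 1 and 2 and CF HNGMT+SB replicate 1. The overlap up was 1 without CF HNGMT+SB replicate 1, and the overlap down 1 without CF HNGMT+DMSO replicate 1 or 2. The cell type interaction was 235 and 253 without CF HNGMT+SB replicates 1 and 2. CF TGFβ1 was 692 and 617 without CF HNGMT+DMSO replicates 1 and 3, and 677 and 633 without CF HNGMT+TGFβ1 replicates 2 and 3. The opposite calls were 13 and 7 without CF HNGMT+DMSO replicates 1 and 2, 21, 21 and 14 without each TGFβ1 array, and 15 without CF HNGMT+SB replicate 1. In MEFs the ranges stayed within 1.5 times: 74 to 85 up and 81 to 88 down for HNGMT SB, 234 to 261 and 214 to 249 for 0TF SB, 23 to 26 and 43 to 50 shared, 48 to 62 and 36 to 40 with HNGMT alone, 380 to 421 for the interaction, 1797 to 1844 for HNGMT against 0TF, 2040 to 2129 and 1122 to 1194 for TGFβ1 in 0TF and HNGMT, and 132 to 145 and 61 to 66 opposite calls. An arm of 2 arrays was assumed to vary like the others.
With an estimated correlation, 8, 5, 5, 4 and 4 lists passed in MEF HNGMT SB, 0TF SB, the MEF interaction, CF SB and the cell type interaction, where 15, 14, 13, 9 and 10 had passed. For HNGMT against 0TF and TGFβ1 in 0TF, HNGMT and CFs, 4, 2, 2 and 4 passed, against 15, 8, 10 and 11, and with the replicate block 14 passed for TGFβ1 in 0TF. Of 243 list tests, 67 lost their result with an estimated correlation, 20 lost and 6 gained it with the filter on dim genes, and 6 gained it with the block. Of 54, 4 lost and 7 gained it and 2 turned direction without CF HNGMT+SB replicate 3. All 81 stayed without MEF HNGMT+SB replicate 2, and of 27 in the cell type interaction 3 lost and 2 gained it and 1 turned without both. There the sarcomere list stayed lower at the preset correlation (adjusted p = 4.37e-06) but did not pass with an estimated correlation (adjusted p = 0.058). Without MEF HNGMT+SB replicate 2 the overlap with calcium handling had p = 0.0562 by Fisher's exact test. Without the genes that the paper names as changed by SB the overlap with cardiac regulators had p = 1 by Fisher's exact test, since all 3 shared genes are among those left out. In the cell type interaction the endothelial list was lower in CFs without passing (adjusted p = 0.75). It was higher without CF HNGMT+SB replicate 3 (adjusted p = 1.51e-06, but adjusted p = 0.105 with an estimated correlation). The stress list was higher (adjusted p = 0.0187) and did not pass without that array, with the opposite sign (adjusted p = 0.845), nor with an estimated correlation (adjusted p = 0.62) or the filter on dim genes (adjusted p = 0.0609). Without MEF HNGMT+SB replicate 2 these lists had adjusted p = 0.779 and adjusted p = 0.00897, the latter adjusted p = 0.614 with an estimated correlation. Without both arrays they had adjusted p = 7.05e-07, higher in CFs, and adjusted p = 0.856. There the endothelial list did not pass with an estimated correlation (adjusted p = 0.0964). Centring moved the share of higher genes among the calls of TGFβ1 in 0TF from 40.5% to 52.3%, and the median of all genes there to 0.13.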

Differences from the paper's values

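The paper's count of genes raised with HNGMT alone in MEFs and also in CFs is 19, and 0 were found here at the paper's thresholds. Of 30 alternatives set before the data were examined, array weights alone came within 1.5 times, with 21, and the others gave 0 to 10. For genes lowered in both, the paper's count is 11 and 2 were found here, with 10 under array weights, 9 with all 27 arrays in one fit and 13 without CF HNGMT+SB replicate 3. The other 27 alternatives remained apart. The array weights had not reached their tolerance and nearly left out CF HNGMT+SB replicate 3.
In CFs outside that overlap, the paper's counts are about 52 up and about 120 down in Fig. 5B, read by eye to 2 significant digits, and 9 and 37 were found here. None of 18 alternatives came within 1.5 times. Among them, all 27 arrays in one fit gave 82 and 209, array weights 251 and 305, and leaving out CF HNGMT+SB replicate 3 gave 161 and 193.
Of the genes of Tables S1 and S2, 0 and 2 were called here in CFs. Array weights called 15 and 10, leaving out CF HNGMT+SB replicate 3 called 10 and 10, and all 27 arrays in one fit called 5 and 6. The replicate block, the intensity trend together with robust estimation, the filter on dim genes, centring and leaving out CF HNGMT+SB replicate 1 each called 1 gene of Table S1. Other settings called fewer genes of Table S2: 0 with only the groups compared or without CF HNGMT+DMSO replicate 3, and 1 with the replicate block, without moderation, and without CF HNGMT+DMSO replicate 1 or 2.
Folds of SB over DMSO measured by qRT-PCR in Fig. 5D were read by eye and are set beside array folds, a different assay. The paper also describes a different RNA preparation for qRT-PCR, so whether both assays used the same cultures is not known. The error bars are SD. For Myh6 in MEFs the paper's fold is about 2.8 in Fig. 5D and the array fold 1.59, with 1.34 to 1.81 over 17 alternatives. For Adamtsl2 in MEFs the array fold is 0.456, where the paper's is about 0.25 in Fig. 5D, with array folds of 0.445 to 0.463 over 18 alternatives. For Bmp2 in CFs the array fold is 1.17, where the paper's is about 3.0 in Fig. 5D, with array folds of 1.08 to 1.25. For Ppargc1a in CFs the array fold is 0.964, where the paper's is about 6.3 in Fig. 5D, with array folds of 0.876 to 1.13. For Tgfbr3 in CFs the array fold is 1.22, where the paper's is about 4.3 in Fig. 5D, with array folds of 1.12 to 1.45. Every alternative for these 5 folds differed from the paper's value. The other 9 of the 14 folds compared, Myh6 and Myocd in CFs among them, lay within 1.5 times of the paper's or within the larger error. They did so under every alternative except Myocd in CFs without CF HNGMT+SB replicate 1 or 2 (0.663 and 0.643) and Adamtsl2 in CFs with array weights (0.411). That range does not test direction. Myocd in CFs had a log2 fold change of -0.41, a fall, with an SD of 0.70 (n = 3) with SB. Bmp2 in CFs, at 6.31 ± 0.19 (SD, n = 3) with SB, and Ppargc1a in CFs fall below the filter on dim genes, as does Myh6 in MEFs. Such levels can compress array folds, which was not tested as a reason for the differences. Tgfbr3 in CFs and Adamtsl2 in MEFs are not below the filter and differ as well.
The paper states that Myh6 and Myocd were higher with SB in CFs. On the arrays their log2 fold changes were -0.01 (adjusted p = 0.998) and -0.41 (adjusted p = 0.944). These were 0.07 and -0.01 without CF HNGMT+SB replicate 3, and 0.67 and 0.67 in MEFs. In CFs Myh6 stood at 7.26 with SB and 7.27 with DMSO, below the CF array medians of 7.36 to 7.43. A rise of Myh6 in CFs could go unseen at such a level. Table S2 of the paper lists Mir181a-1 as lowered in both cell types. On the MEF arrays it had -0.06 (adjusted p = 0.911) at a low level of 5.77 ± 0.03 (SD, n = 3) with SB, so its probe set is not shown to be above background, while Mir181b-2 had -0.66 (adjusted p = 0.000486).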

Other observations

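The tests on redrawn groups in this part were written down after the results were seen, and the gene lists were planned.
TGFβ1 lowered genes of cell division and of the interferon response in MEFs. Of 35 proliferation genes, 30 fell with HNGMT and 23 in 0TF, and none rose (camera adjusted p = 3.11e-38 and adjusted p = 1.71e-17, and with an estimated correlation adjusted p = 0.0446 with HNGMT but adjusted p = 0.16 in 0TF). With HNGMT, Mki67 had -1.73 (standard error 0.06, adjusted p = 2.15e-13). Of 33 interferon genes, 31 fell in 0TF and 24 with HNGMT, and none rose (adjusted p = 2.93e-19 and adjusted p = 3.79e-14, but adjusted p = 0.16 and adjusted p = 0.289 with an estimated correlation). Slfn5 had -3.88 (standard error 0.10) in 0TF. Eln, which encodes elastin, fell with TGFβ1 in both MEF groups, with -3.54 (standard error 0.07) and -2.32 (standard error 0.07), and rose in CFs with 2.87 (standard error 0.07, adjusted p = 2.19e-06). In CFs, 14 of 33 TGFβ targets rose and 1 fell (adjusted p = 2.12e-12, and adjusted p = 0.00353 with an estimated correlation), and Adamtsl2 had 1.85 (standard error 0.11, adjusted p = 6.57e-05). Bmp2 fell with TGFβ1 in 0TF and HNGMT MEFs, with -2.46 (standard error 0.11) and -1.06 (standard error 0.11), and had -0.22 (adjusted p = 0.253) in CFs.
HNGMT against 0TF in DMSO raised 910 genes in MEFs and lowered 900. Nppa, the atrial natriuretic peptide, had 5.81 (standard error 0.08), Casq2, the calcium buffer calsequestrin, 5.58 (standard error 0.06), and Tnnt2 4.61 (standard error 0.07). Tnnt2 stood at 13.93 with HNGMT and DMSO, near the highest values of the arrays, so the size of its fold is uncertain. Of 29 sarcomere genes 14 rose and none fell (adjusted p = 3.54e-09, but adjusted p = 0.0607 with an estimated correlation). Among the 5 delivered factors Hand2 had 2.48 (standard error 0.06), Tbx5 -0.94 (standard error 0.07), Mef2c -0.57 (standard error 0.07), Gata4 0.35 (standard error 0.10) and Nkx2-5 0.01 (standard error 0.11). Hand2 and Tbx5 passed the threshold. The paper measures NKX2.5, GATA4, MEF2C and TBX5 with human assays, so whether the mouse probe sets read the transgenes or the endogenous genes is not known, and the list had no shared direction (adjusted p = 0.992).
SB and TGFβ1 moved 140 genes in opposite directions in 0TF MEFs, 64 in HNGMT MEFs and 33 in CFs. Of 100 drawn splits of the 9 arrays of each set into 3 groups, 1 gave as many, the real one, and the highest others were 47, 1 and 0, so chance was excluded at a share of 0.05. The count in CFs rests on single arrays and on the model: it was 13, 7 and 2 without CF HNGMT+DMSO replicates 1, 2 and 3, 21, 21 and 14 without each TGFβ1 array, 15 and 276 without CF HNGMT+SB replicates 1 and 3, and 0 with only the groups compared. Genes that fell with both numbered 98 in 0TF MEFs, 23 in HNGMT MEFs and 2 in CFs (14.0, 3.0 and 0.86 for independent lists). These expectations do not allow for shared DMSO arrays, so they are not the numbers without a shared effect. Both comparisons use the same DMSO arrays, and across genes their fold changes had r = -0.01, -0.15 and -0.01, where simulated unchanged groups with shared controls gave 0.50, 0.50 and 0.50; genes are not independent replicates.
Other redrawn groups gave these values. For the calls of SB in HNGMT MEFs, 0TF MEFs and CFs, and of HNGMT against 0TF, 1 of 10 splits reached the real 164, 478, 48 and 1810, the highest others were 9, 0, 0 and 0, and the splits are too few for a share under 0.05. Genes changed the same way by SB in both MEF groups numbered 72, reached by 1 of 100 drawn splits with 2 as the highest other, so chance was excluded. Genes changed with HNGMT alone numbered 92, reached by 9 of 100 with 119 as the highest other. The 8 other splits kept 1 comparison intact and so still hold an effect of the treatment, so this share cannot decide on chance. Splits with none intact gave at most 5. Genes changed with HNGMT alone and in CFs numbered 2, reached by 2 of 100 with 3 as the highest other. The 1 other split kept 1 comparison intact and so still holds an effect of the treatment, so this share cannot decide on chance either. For this count, splits with none intact gave at most 0. The counts in CFs rest on single arrays: the 9 genes up with SB were 1, 0 and 171 without CF HNGMT+DMSO replicate 2, CF HNGMT+DMSO replicate 3 and CF HNGMT+SB replicate 3, and the 39 down were 13, 8 and 2 without each DMSO array and 18 and 206 without CF HNGMT+SB replicates 1 and 3. Of the genes changed with HNGMT alone and in CFs, 0 up became 1 and 10 without CF HNGMT+SB replicates 1 and 3, and 2 down became 1, 1 and 0 without each DMSO array and 13 without CF HNGMT+SB replicate 3.
In MEFs with HNGMT the other lists had these results with SB. Oxidative metabolism rose as a list (1 of 27 called, Ppargc1a; adjusted p = 0.000124, and adjusted p = 0.0318 with an estimated correlation). Cartilage and bone markers were lower (1 of 18, Omd; adjusted p = 0.00031, and adjusted p = 0.0186 with an estimated correlation). Epicardial markers (1 of 16, Msln; adjusted p = 0.027) and the stress response (1 of 22, Nupr1; adjusted p = 0.0296) were lower at the preset correlation alone, with adjusted p = 0.152 and adjusted p = 0.393 with an estimated correlation. Myofibroblast genes had adjusted p = 2.6e-06, but adjusted p = 0.0802 with an estimated correlation. Adipocyte genes had adjusted p = 8.78e-06, but adjusted p = 0.0797 with an estimated correlation. The BMP pathway (adjusted p = 0.312), apoptosis (adjusted p = 0.801), skeletal muscle (adjusted p = 0.841), endothelium (adjusted p = 0.107), leukocytes (adjusted p = 0.656), neurons (adjusted p = 0.803), reference genes (adjusted p = 0.901), proliferation (adjusted p = 0.197) and the delivered factors (adjusted p = 0.999) did not pass. The lists of Tables S1 and S2, chosen by the study on these samples, had adjusted p = 4.81e-43 and adjusted p = 1.66e-29.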
